# Deficiency of Antioxidative Paraoxonase 2 (Pon2) Leads to Increased Number of Phenotypic LT-HSCs and Disturbed Erythropoiesis

**DOI:** 10.1155/2021/3917028

**Published:** 2021-06-25

**Authors:** Lisa Spiecker, Ines Witte, Julia Mehlig, Viral Shah, Markus Meyerhöfer, Patricia S. Haehnel, Victoria Petermann, Andrea Schüler, Piyush More, Nina Cabezas-Wallscheid, Sven Horke, Andrea Pautz, Andreas Daiber, Daniel Sasca, Thomas Kindler, Hartmut Kleinert

## Abstract

**Background:**

Long-term hematopoietic stem cells (LT-HSCs) reside in bone marrow niches with tightly controlled reactive oxygen species (ROS) levels. ROS increase results into LT-HSC differentiation and stem cell exhaustion. Paraoxonase 2 (PON2) has been shown to be important for ROS control.

**Objectives:**

We investigate the effects of inactivation of the *PON2* gene on hematopoietic cell differentiation and activity.

**Methods and Results:**

In young mice with inactivated *Pon2* gene (*Pon2*^−/−^, <3 months), we observed an increase of LT-HSCs and a reduced frequency of progenitor cells. In competitive transplantations, young *Pon2^−/−^* BM outcompeted WT BM at early time points. ROS levels were significantly increased in *Pon2^−/−^* whole BM, but not in *Pon2^−/−^* LT-HSCs. In more differentiated stages of hematopoiesis, *Pon2* deficiency led to a misbalanced erythropoiesis both in physiologic and stress conditions. In older mice (>9 months), *Pon2* depletion caused an increase in LT-HSCs as well as increased levels of granulocyte/macrophage progenitors (GMPs) and myeloid skewing, indicating a premature aging phenotype. No significant changes in ROS levels in old *Pon2^−/−^* LT- and short-term (ST-) HSCs were observed, but a significant reduction of spontaneous apoptotic cell death was measured. RNA-seq analysis in *Pon2*^−/−^ LT-HSCs identified overrepresentation of genes involved in the C-X-C chemokine receptor type 4 (Cxcr4) signaling, suggesting compensatory mechanisms to overcome ROS-mediated accelerated aging in hematopoietic progenitor cells.

**Conclusions:**

In summary, our current data indicate that PON2 is involved in the regulation of HSC functions.

## 1. Introduction

Aerobic metabolism is inevitably linked to the production of reactive oxygen species (ROS) such as superoxide, hydrogen peroxide, and hydroxyl radicals, which may have harmful effects on normal cellular function [1]. A tight balance between generation and detoxification of ROS has been shown to modulate cell physiology and development through redox signaling (low concentrations of ROS acting as signal molecules in physiologic processes) [2] and oxidative stress (high concentration of ROS exceeding the detoxification ability of cells). Oxidative stress results in destruction of proteins, DNA, and membrane lipids [3] and has been described to be involved in carcinogenesis [4], cardiovascular diseases [5], and aging [6].

The family of paraoxonase (PON) enzymes consists of three proteins PON1, PON2, and PON3 that differ in their enzymatic activity, localization, and regulation [7]. PON2 is a ubiquitously expressed protein located exclusively intracellularly [8]. PON2 exerts antioxidative and anti-inflammatory functions and displays important effects in diseases dominated by oxidative stress [9]. PON2 modulates mitochondrial function and reduces the release of superoxide from the inner mitochondrial membrane [10]. PON2 also displays a protective effect against lipid peroxidation [11] and intracellular ROS formation [12]. Our group showed recently that dysregulated redox regulation in mice with inactivated *Pon2* gene (*Pon2^−/−^*) causes endothelial dysfunction, vascular inflammation, and tissue factor-dependent hypercoagulability [13]. As a result of its antioxidative activity, antiapoptotic functions of PON2 have also been described both in mitochondria-related [14] and ER stress-related [12] apoptosis.

Hematopoiesis describes the hierarchically coordinated production of all blood cells with hematopoietic stem cells (HSCs) sitting at the apex. HSCs are characterized by their lifelong self-renewal ability and their capability to differentiate into all lineage committed progenitor cells [1]. To maintain hematopoiesis, the tight balance between differentiation and self-renewal in HSCs must be strictly regulated [15]. Defects in this balance lead to hematopoietic insufficiency and/or to the development of hematopoietic malignancies. In adult organisms, most HSCs are located in the bone marrow (BM). Different cell types, soluble factors, and anatomical structures collaborate to maintain HSC function. This delicate environment is referred as “niche” [16]. The BM niche and in particular the endosteal niche are characterized by a low oxygen concentration. A more restricted access to oxygen is likely to result in lower ROS levels. Analyses have shown that ROS are important to regulate the balance between self-renewal and differentiation of stem cells. Low levels of ROS are important to maintain the multipotency of these cells, whereas higher ROS levels would commit them to a restricted lineage [17, 18]. The low oxygen tension in the niche supports the ability of HSCs to self-renew and to stay quiescent. Self-renewing HSCs use anaerobic glycolysis as the main energy source to adapt to hypoxic conditions and meet the relative low energy needs of HSC [19]. However, the mitochondrial oxidative phosphorylation program is used if HSCs start to proliferate and differentiate [20]. Therefore, the primitive multipotent quiescent long-term (LT-) HSC is located in the endosteal niche [21]. In addition, ROS levels are tightly regulated by intrinsic mechanisms, e.g., regulation via the transcription factors FoxO1-3 [22].

The ability of stem cells to regenerate cells or tissues declines with age [23]. Compared to young animals, HSCs from aged animals display defined differences such as functional changes in homing and differentiation [24], enhanced ROS production, inflammation, and apoptosis [25, 26]. In older organisms, hematopoiesis displays a preferential generation of myeloid cells on the expense of lymphoid cells. This so-called myeloid skewing and the related immunosenescence seem to result from the clonal expansion of myeloid-committed hematopoietic stem and progenitor cells (HSPCs) and the reduction of lymphoid-committed HSPCs [24, 26].

The process of erythroid commitment and differentiation—termed as “erythropoiesis”—represents another crucial “checkpoint” of ROS-dependent regulation [27]. Erythropoiesis results in the production of red blood cells (RBCs) [28] from megakaryocyte/erythrocyte precursor cells (MEPs) [28]. Erythroid precursors are exposed to some of the highest ROS levels; however, similar to LT-HSCs, they also possess a large number of defense mechanisms against ROS and other insults [29]. The importance of ROS in erythroid maturation is supported for instance by the abnormalities of hematologic parameters in genetic diseases that lead to deficiency of mechanisms involved in antioxidation defence/reduction [30–32].

As mentioned above, HSC are mostly quiescent, show low metabolic activity with dependence on anaerobic glycolysis, and are prone to stimulation and damage by oxidative stress. PON2 is an antioxidant and antiapoptotic enzyme. Besides its important effects in the cardiovascular system, the antioxidative/antiapoptotic effects of PON2 seem to be exploited by different tumor cell types to enhance growth and resistance to chemotherapy [33]. Although PON2 expression has been correlated with the pathology of different forms of leukemia [33], the role of PON2 in hematopoiesis has not been analyzed. Therefore, the current study was performed to analyze the general involvement of PON2 in hematopoiesis.

## 2. Materials and Methods

### 2.1. Materials

All cell culture grade plastic materials were obtained from Greiner Bio-One, Frickenhausen, Germany, or SARSTEDT, Nümbrecht, Germany. All chemicals (as not otherwise stated), fetal calf serum, IgG from rat serum, RPMI 1640, Dulbecco's phosphate-buffered saline (PBS), Proteinase K, and Taq Polymerase were from Sigma, Deisenhofen, Germany. CM-H_2_DCF-DA was obtained from Molecular Probes/Thermo Fisher Scientific, Dreieich, Germany. L-012 (8-amino-5-chloro-7-phenyl-pyrido [3,4-d]pyridazine-1,4(2H,3H)dione) was obtained from Wako Chemicals, Richmond, U.S.A. The penicillin/streptomycin solution (100x; 10.000 U/ml penicillin, 10.000 *μ*g/ml streptomycin), Dulbecco's modified Eagle medium (DMEM), and GlutaMax™ were obtained from Gibco/Thermo Fisher Scientific, Dreieich, Germany. The High-Capacity cDNA Reverse Transcription Kit and the Arcturus® PicoPure® RNA Isolation Kit were purchased from Applied Biosystems, Darmstadt, Germany. The peqGOLD Total RNA Kit, peqGOLD TriFast™, and the dNTP-Mix were purchased from Peqlab, Darmstadt, Germany. The PrecisionPLUS 2x qPCR MasterMix with SYBR green was obtained from Primer Design, Chandler's Ford, United Kingdom. The Anti-Rat/Hamster Ig, *κ*/Negative Control (FBS∗) Compensation Particles Set, BD Cytofix/Cytoperm™ Fixation/Permeabilization Kit, BD™ CompBeads, PE Annexin V Apoptosis Detection Kit I, anti-Ki-67 antibody, and Perm/Wash buffer were obtained from BD Biosciences, Heidelberg, Germany.

### 2.2. Cell Culture

Murine hematopoietic precursor cell-7 (HPC-7 [34]) and BA/F3 pro B cells [35] were cultured as previously described [36]. To analyze the effect of the ROS generator 2,3-dimethoxy-1,4-naphthalenedione (DMNQ) [37], the cells were plated in 6-well plates and treated with 10 *μ*M DMNQ (solved in DMSO) or DMSO (control) for 2 to 8 h.

### 2.3. Mice and Approval of Animal Studies

PON2-deficient mice were generated by insertion of a loxP-site flanked, *β*-geo-containing gene trap vector into *Pon2* intron 2 [38]. Consequently, Pon2 protein expression is reduced by about 95%. These *Pon*2-deficient mice are referred to as *Pon2*^−/−^ mice. Wild-type (WT), C57BL/6J, C57BL/6-Ly5.1, and *Pon2*^−/−^ mice were housed in the translational animal research center of the JGU Mainz. All strains had access to water and standard chow diet ad libitum. Experimental mice were 10-14 weeks old when called “young” or more than 9 months old when called “aged.” The animals were sacrificed by i.p. injection of 2% pentobarbital (0.4 ml/25 g body weight). All animal studies were approved by the Ethical Committee and Landesuntersuchungsamt Rheinland-Pfalz (#23177-07/G13-1-055).

### 2.4. Blood Drawing and Analysis

After injecting a lethal dose of pentobarbital intraperitoneally (i.p.), intracardial blood was obtained for later analysis on the Sysmex XP Hematology Analyzer or HEMAVET using a syringe coated with citrate solution (Sigma) and a 26 G needle.

For smaller amounts of blood at multiple points in time, e.g., for analyzing erythrocyte turnover and stress erythropoiesis, mice were gently restrained, while blood was drawn by scratching the *Vena caudalis mediana* and immediately transferred to an EDTA-coated reaction vessel.

### 2.5. In Vivo Biotinylation for Analysis of the Erythroid Lifespan/Turnover

The erythroid lifespan/turnover was analyzed using biotin labeling according to published protocols [39, 40].

For the erythroid cell biotinylation *in vivo*, WT and Pon2^−/−^ mice were injected into the tail vein (i.v.) using a 26 G ½ cannula with 100 *μ*l of a sulfo-NHS-LC-biotin solution (30 mg/ml), resulting in a labeling rate of 80-95% of the circulating erythrocytes. The first blood sample was taken after 30 minutes in order to determine the individual starting value of the biotinylation of each mouse. Subsequent blood samples were taken daily (first 5 days) and then at intervals of 5 days, from day 20 at intervals of 7 days. Approximately 10 *μ*l blood was drawn and PBS+2% FCS as well as streptavidin APC-Cy7 (1 : 250) and Ter119 APC (1 : 500) (both from eBioscience Thermo Fisher Scientific) was added. After incubating for 15 minutes in the dark and on ice, samples were washed and analyzed on the FACSCanto™ II flow cytometer.

### 2.6. Induction of Hemolytic Anemia by Phenylhydrazine

Approximately 80 *μ*l blood was drawn from WT and Pon2^−/−^ mice by scratching the *Vena caudalis mediana*, transferred to an EDTA-coated reaction vessel, and examined using the Sysmex XP Hematology Analyzer. The mice were then injected with 50 mg/kg phenylhydrazine hydrochloride (Sigma-Aldrich) or PBS (for control animals) i.p. Injection was performed at days 1 and 3.

### 2.7. Flow Cytometry and Cell Sorting

Cell suspensions from the liver were obtained by pushing the organ through a 100 *μ*m cell strainer. Single-cell suspensions from BM were obtained by flushing tibial and femoral bones using RPMI/2% FCS and subsequently filtering the suspension through a cell strainer cap. The targets for the antibodies (all from eBioscience Thermo Fisher Scientific, Dreieich, Germany, unless stated otherwise) used for staining of differentiated BMCs were B220 (CD45R) (APC); CD3e (PE); CD4 (APC); CD8 (Ly2) (PE); ckit (PerCP-eFluor710); CD11b (APC); Gr1 (Ly6G/C) (PE); CD19 (PE, BioLegend, San Diego, U.S.A.); Ter119 (APC); CD71 (PE); and CD138 (Brilliant violet 421, BD Biosciences). For identification of hematopoietic stem and progenitor cells (LT-HSCs, ST-HSCs, MPPs, CMPs, GMPs, and MEPs), cells were incubated with a lineage cocktail of biotin-conjugated antibodies directed against CD3, CD4, CD5, CD8 (Ly2), CD11b (only LT-HSCs, ST-HSCs, and MPPs), CD127 (only CMPs, GMPs, and MEPs; BioLegend), B220 (CD45R), Gr1 (Ly6G/C), and Ter119. After washing, cells were incubated with streptavidin (APC-Cy7), Sca-1 (PECy7), ckit (APC), CD135 (PE, only LT-HSCs, ST-HSCs, and MPPs, BioLegend), CD150 (Alexa Fluor 488, only LT-HSCs, ST-HSCs, and MPPs, BioLegend), CD16/32 (PE, only CMPs, GMPs, and MEPs, BD), and CD34 (Alexa Fluor 488, only CMPs, GMPs, and MEPs, BD). For quantification of apoptotic HSCs, CD135 (PE) was replaced by annexin V (PE), and for measurement of total ROS via H_2_DCF-DA staining, CD150 (Alexa Fluor 488) was replaced by CD150 (Brill. violet 421). Data acquisition was done with a FACSCanto II (BD Biosciences) and analyzed using BD FACSDiva™ Software.

For sorting, HSPCs were enriched using EasyStep™ Mouse Hematopoietic Progenitor Cell Isolation Kit (StemCell Technologies, Cologne, Germany), stained with the antibodies mentioned before, and sorted on a FACSARIA™ II SORP Flow Cytometer Cell Sorter (BD Biosciences). All gating strategies are shown in Figure S4.

### 2.8. Reciprocal Bone Marrow (BM) Transplantation

BM cells (BMCs) of WT or *Pon2*^−/−^ donor mice were isolated by flushing tibial and femoral bones using RPMI/2% FCS/1% penicillin-streptomycin followed by BM cell resuspension in DMEM. By injection of 5 × 10^6^ BMCs intravenously into recipient mice of the respective genotype 24 hours after lethal irradiation (Cs137, one dose of 9 Gy; this radiation dosage was confirmed to be lethal after 8-10 days), *Pon2^−/−^* and WT BM chimeras were generated. BM-transplanted mice were analyzed after confirmation of blood cell *Pon2* mRNA expression by qRT-PCR, no earlier than 21 days after BM cell injection.

### 2.9. Competitive BM Transplantation

BMCs were isolated from CD45.2-positive WT and *Pon2*^*-/*-^ mice and mixed 1 : 1 with BMCs isolated from CD45.1 WT mice. Afterwards, 8 × 10^6^ WT CD45.1/WT CD45.2 (control) or WT CD45.1/*Pon2^−/−^* CD45.2 mixed BMCs were intravenously injected into irradiated WT CD45.2 recipient mice. About 50 *μ*l blood from competitive transplanted mice was taken 3, 7, 11, 15, 19, and 22 weeks after injection and stained with CD45.1 and CD45.2 antibodies to detect HSPC engraftment using congenic C57BL/6 mice that differ at the Ly5 locus [41]. Irradiated mice were treated with Borgal for about 4 weeks after irradiation. All gating strategies are shown in Figure S4.

### 2.10. Serial Transplantation of Aged BMCs

5 × 10^6^ BMCs, isolated from aged WT and *Pon2^−/−^* mice, were separately *i.v.* injected into irradiated, young WT recipient mice. 21 days after transplantation, the BMCs were isolated by flushing tibial and femoral bones of the recipient mice and then resuspended in DMEM and once more *i.v.* injected into irradiated, young WT recipient mice. During the next 21 days, the survival rate of recipient mice was determined.

### 2.11. Measurement of Total ROS by H_2_DCF-DA Staining

After BM isolation and staining of HSPCs using cell surface markers as described above, cells were incubated with 0.5 *μ*M fluorescent ROS indicator CM-H_2_DCF-DA (Molecular Probes/Thermo Fisher Scientific, Dreieich, Germany) for 30 min at 37°C. Subsequent to washing of cells using Krebs HEPES buffer (Noxygen, Elzach, Germany), total ROS was assessed by analyzing H_2_DCF-DA signal intensity on a FACSCanto II (BD Biosciences) flow cytometer with BD FACSDiva™ Software (excitation/emission CM-H_2_DCF-DA: 488/520 nm). All gating strategies are shown in Figure S4.

### 2.12. Measurement of ROS Production via L-012

ROS production was determined using the luminol derivative L-012 (8-amino-5-chloro-7-phenylpyridol [3,4-d] pyridazine-1,4 (2H,3H) dione; Wako Chemicals, Richmond, U.S.A.) as previously described for tissue homogenates, whole blood, and isolated leukocytes [42]. Freshly isolated BMCs of WT and *Pon2*^*-/*-^ mice were centrifuged and resuspended in modified Krebs HEPES buffer at a concentration of 1 × 10^7^ cells/ml. 50 *μ*l of cell suspension per well (containing 5 × 10^5^ cells) was loaded in a 96-well plate. Chemiluminescence was recorded after addition of 40 *μ*M L-012 and in some cases 10 *μ*M DMNQ (2,3-dimethoxy-1,4-naphthoquinone), a redox-cycling agent that induces intracellular superoxide anion and hydrogen peroxide formation. L-012 chemiluminescence was measured simultaneously for the two experimental groups for about 75 minutes every 4 minutes using a Microplate Centro LB960 Luminometer (Berthold Technologies, Sprendlingen, Germany). The photon counts were normalized to chemiluminescence of L-012 in modified Krebs HEPES buffer only.

### 2.13. Cell Cycle Analysis of BM Populations

Cell surface staining was performed as described above. Subsequently, samples were incubated in Cytofix/Cytoperm (BD Biosciences) for 15 minutes. Cells were washed using Perm/Wash, resuspended in a buffer containing an anti-Ki-67 antibody (Alexa Fluor 647, diluted 1 : 30 in Perm/Wash), and incubated for at least 30 minutes. After washing with Perm/Wash, cells were resuspended in 100 *μ*l Hoechst 33342 (diluted 1 : 500 in PBS) and incubated for 15 minutes. Analyses were performed using BD LSR II Flow Cytometer, and data were analyzed using BD FACSDiva™ or FlowJo Software. All gating strategies are shown in Figure S5.

### 2.14. Colony-Forming-Unit Assays (CFUs)

3 × 10^4^ BMCs from WT and *Pon2*^−/−^ mice were cultured in MethoCult™ GF M3434 (StemCell Technologies, Cologne, Germany) in accordance with the manufacturer's instructions. 10-12 days after plating, the colonies were quantified and identified using a Leitz DM IL microscope (Leica, Wetzlar, Germany).

### 2.15. Homing

Homing of hematopoietic cells to the bone marrow was analyzed as described in Yusuf and Scadden [43], but the BMCs were isolated by flushing instead of crushing the bones.

### 2.16. Assessing Gamma-H2AX Levels of LSK Cells

Cell surface staining was performed using the lineage cocktail of biotin-conjugated antibodies described above as well as streptavidin (APC-Cy7), Sca-1 (PECy7), and ckit (APC). Cells were fixed and permeabilized using Cytofix/Cytoperm (BD Biosciences) and then stained with *γ*H2AX antibody (Alexa Fluor 488, BioLegend, San Diego, U.S:A.) for 2 hours on ice. Data acquisition was performed on a FACSCanto II (BD Biosciences), and histogram overlay images were created using CellQuest Pro Software (BD Biosciences).

### 2.17. Gene Expression Analyses

According to previous studies, PON2 expression levels are the highest in the lung, intestine, heart, and liver [44]. To prove *Pon2* mRNA expression as well as determine cell-specific *Pon2* expression in HSPCs, we isolated mRNA from FACS-sorted LT-HSCs, ST-HSCs, multipotent progenitor cells (MPPs), common myeloid progenitors (CMPs), granulocyte-macrophage progenitors (GMPs), and megakaryocyte-erythroid progenitors (MEPs) and performed two-step qRT-PCR analyses. To analyze the effect of the redox-cycler DMNQ on CXCR4 mRNA expression, RNA was isolated from HPC7 and BA/F3 cells treated with or without 10 *μ*M DMNQ for 2 to 8 h. The RNA was reverse transcribed using the SuperScript™ VILO™ Master Mix (Invitrogen/Thermo Fisher Scientific, Dreieich, Germany). Then, qPCRs were performed using primers and double-labeled probes (5′‐FAM‐>3′TAMRA; all from Eurofins Genomics, Hamburg Germany; listed in Table S1) or with PrecisionPLUS 2x qPCR MasterMix with SYBR green (Primer Design, Chandler's Ford, United Kingdom) as described by the manufacturer. mRNA expression levels were analyzed according to previously established protocols [45], generally applying 2 housekeeping genes (*Gapdh*, *Actb*; for primer used, see Table S1).

### 2.18. Total RNA Sequencing

For total RNA sequencing (RNA-seq) analyses, Lin^−^, Sca^1+^, ckit^+^, CD135^−^, and CD150^+^ cells (which represent a mixture of LT-HSC and MPP2 cells—for a better discrimination hereafter referred to as HSCs) [46] were isolated from BM of young WT or *Pon2*^−/−^ mice (*n* = 6 each) by FACS as described above. 10 HSCs per well and a total of 8 wells per mouse were FACS sorted into a 96-well plate (8 RNA-seq per mouse and 48 RNA-seq per genotype), containing lysis buffer (Qiagen, Hilden Germany). Subsequently, cells were handed over to the genomics core facility of the Institute of Molecular Biology (Mainz, Germany) for RNA-seq using Smart-seq2-protocol for library preparation and NextSeq® 500/550 High Output Kit v2 (Illumina, Cambridge, United Kingdom) for sequencing. Quality of raw sequencing reads was assessed using FastQC (Babraham Bioinformatics), and adapters were trimmed using Trimmomatic (v0.36 [47]). Raw RNA-seq reads were then mapped to mouse reference genome (gencode release M12 GRCm38.p5) using the STAR aligner (v2.5.3a [48]), with an option of “-quantModeGeneCounts” to count the number of reads mapped per gene. The numbers of high-quality reads were 21.1 to 32.6 million reads. 

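The counts analysed here cover only the reads counted on genes, so that their totals are lower. Between 13941 and 15656 genes per sample had at least 1 count. The 10 genes with the most counts took 8.49% to 15.8% of a sample's counts, and mitochondrial genes took 4.89% to 9.55%. A gene without counts in a sample has an upper limit of 3 counts, which corresponds to 0.121 to 0.235 counts per 1000000 counts (CPM), depending on the sample. This limit covers counting error only, because reads amplified by PCR are not independent molecules.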

Between 67 and 76% of the reads were aligned to the mouse genome. DESeq2 (v1.18.1 [49]) was used to identify genes differentially expressed after *Pon2* knockout. Genes with fold change higher than 2 and FDR below 0.05 were considered as differentially expressed. Overrepresentation analysis was performed using the ConsensuPathDataBase release 34 [50].

### 2.19. RNA-seq or Microarray Analyses

All analyses of public RNA-seq or microarray data from the literature were performed using the software CLC genomic workbench (version 21.0.03) using parameters as recommended by the manufacturer.

### 2.20. Statistics

GraphPad Prism software (version 9) was used, applying 2-tailed Student's *t*-test (normally distributed data, skewness < 1) for comparison of two groups. For more than 2 groups, 1-way ANOVA with Tukey's multiple comparisons test or 2-way ANOVA with Bonferroni's multiple comparisons test was applied. Numbers of mice in the experimental groups or analyzed numbers of independent cell experiments are indicated in the figures. *P* < 0.05 was considered significant.

## 3. Results

### 3.1. Pon2 mRNA Expression Levels Vary between HSCs and Progenitor Cells in Young and Old Mice

Pon2 mRNA expression was measured in subsets of BMCs while liver cells, that are known to express high Pon2 mRNA levels, were used as a positive control. Our results (Figure 1) indicate differential, cell-specific Pon2 expression levels between 0.15- and 1.35-fold compared to liver cells as well as changes of Pon2 expression in HSPCs as a function of age. In young animals (10-14 weeks), LT- and ST-HSCs showed low Pon2 mRNA expression levels, which slightly increased in committed progenitor cells (multipotent progenitor cells (MPPs), common myeloid progenitors (CMPs)) and significantly increased in megakaryocyte-erythroid progenitors (MEPs) (Figures 1 and S1A). In contrast, expression analysis in HSPCs of aged animals (>9 months) revealed the lowest Pon2 mRNA levels in MEPs, CMPs, and MPPs, but higher in LT- and ST-HSCs (Figures 1 and S1B). No changes in Pon2 expression as a function of age were observed in hepatic control cells. Analysis of available RNA-seq data sets of HSCs and progenitor cells of young mice (PRJNA603283 [51], PRJNA665066) demonstrated similar patterns of Pon2 mRNA expression as those observed in our experiments (Figures 1 and S1C). Finally, analysis of available RNA-seq (PRJNA524895 [52], PRJNA528500 [53], and PRJNA635499 or microarray data sets (GSE76276) [54]; see Figure S1D) revealed no difference in Pon2 mRNA expression levels between LT-HSCs of young, aged, or old animals.

### 3.2. Young Pon2^−/−^ Mice Show Quantitative Changes in HSPCs but an Unaltered Myeloid/Lymphoid Ratio

Analysis of different HSPC subpopulations using flow cytometry (Figures 2(a)–2(g)) revealed a significant increase of LT-HSCs and decreased numbers of MPPs in BM of young *Pon2*^−/−^ mice compared to WT animals. No significant changes were observed for total Lin^−^Sca-1^+^c-Kit^+^ (LSK) cells, ST-HSCs, CMPs, GMPs, and MEPs. We also determined the ratio of myeloid and lymphoid cells in the peripheral blood (Figure 2(h)). No difference in the myeloid/lymphoid ratio between WT and *Pon2^−/−^* mice was detected.

### 3.3. Pon2^−/−^ Mice Show Quantitative Changes in Blood Counts

We next tested the consequences of Pon2 deficiency on the peripheral blood populations by performing blood counts of young Pon2^−/−^ and WT mice using a Sysmex Automated Hematology Analyzer.

Compared with WT, Pon2^−/−^ mice had similar leukocyte (WBC, Figure 3(a)) and erythrocyte (RBC, Figure 3(c)) counts, but increased hemoglobin (Hb, Figure 3(b)). Furthermore, Pon2^−/−^ erythrocytes displayed several qualitative abnormalities, such as enhanced mean corpuscular volume (MCV, Figure 3(d)), mean corpuscular hemoglobin (MCH, Figure 3(e)), and mean corpuscular hemoglobin concentration (MCHC, Figure 3(f)) and reduced red cell width distribution (RWD, Figure 3(g)).

### 3.4. Pon2 Deficiency Associates with a Bias towards Erythropoiesis Both in Physiological and Stress Conditions

In opposition with bone marrow HSPC subpopulations, in which abnormalities were moderate and limited to LT-HSCs and MPPs only, peripheral blood of *Pon2*-deficient mice had severe erythroid irregularities. We therefore next tested whether the Pon2^−/−^-associated erythroid progenitors are likewise subject to numerical aberrancies. Indeed, as shown in Figures 4(a)–4(c), flow cytometry staining analyses of erythroblasts of *Pon2^−/−^* BMs demonstrated increased counts at all stages of differentiation. We also analyzed the lifespan of erythroid cells using an *in vivo* biotinylation assay coupled to flow cytometry. Of importance, Ter119-positive erythroid cells from *Pon2^−/−^* mice had a significantly enhanced lifespan (*t*_1/2_ = 16 days) compared to those in WT controls (*t*_1/2_ = 11 days) (Figure 4(d)).

Finally, we assessed the dynamics of stress erythropoiesis in *Pon2^−/−^* and WT mice after induction of hemolysis via intraperitoneal application of phenylhydrazine or the control substance PBS. Phenylhydrazine caused a strong decrease of erythrocyte counts in WT mice by day 5 posttreatment commencement (Figure 4(e)). In contrast, the expected hemolysis was weaker in Pon2^−/−^ mice, in which the percentage of erythrocytes in blood remained significantly higher (Figure 4(e)). In control-treated animals, no significant changes between WT and *Pon2^−/−^* animals were seen (Figure 4(f)).

Altogether, these data demonstrate a specific role for Pon2 to limit erythroid commitment and lifespan.

### 3.5. In Young Pon2^−/−^ Mice, Reciprocal BM Transplantation Reveals Cell Intrinsic as well as Extrinsic Phenotypes

We next aimed to assess the functional importance of the observed quantitative changes in HSPC compartments. To determine whether the effects of *Pon2* deficiency on HSPCs are cell intrinsic or niche derived, we performed reciprocal BM transplantations (see Figure S2A), resulting in four experimental groups: WT recipient (r)/WT donor (d) and *Pon2*^−/−^(r)/*Pon2*^−/−^(d) as well as chimeras comprising *Pon2*^−/−^(r)/WT(d) and WT(r)/*Pon2*^−/−^(d). Successful reconstitution or depletion of Pon2 in hematopoietic cells of recipient mice was verified by qRT-PCR (Figure S2B). Subsequent flow cytometric analyses of HSPC count showed cell-specific and mixed effects (cell specific + niche effect). Reciprocal BM transplantation revealed increased LT-HSC, CMP, and MEP numbers (Figures S2C, S2F, and S2G) in the *Pon2*^−/−^ animals receiving *Pon2*^−/−^ BM. No major differences were seen in the chimeras, which indicate complementary cell intrinsic and extrinsic effects.

### 3.6. Pon2 Deficiency in Young Mice Leads to Oxidative Stress, but Does Not Induce Apoptosis or Cause DNA Double-Strand Breaks

Using two approaches to analyze basal ROS production, we examined murine BMCs under steady-state conditions in *Pon2*^−/−^ mice compared to WT animals. First, we analyzed superoxide/hydrogen peroxide in BMC using detection with the chemiluminescent probe L-012. In accordance with previously published inhibition of superoxide/hydrogen peroxide production by PON2 [10], we detected markedly increased L-012 chemiluminescence signals in BMCs of young *Pon2*^−/−^ mice compared to WT mice (Figure 5(a)). Furthermore, we analyzed total ROS levels in WT or *Pon2*^−/−^ HSPCs with the fluorescent dye CM-H_2_DCF-DA by flow cytometry. The measurements demonstrated significantly enhanced ROS formation in *Pon2*^−/−^ ST-HSCs and numerically enhanced ROS in *Pon2*^−/−^ MPPs of young animals (Figure 5(b)). Interestingly, no differences were observed in LT-HSCs.

We hypothesized that PON2 deficiency leads to increased apoptotic cell death in HSCs. Using annexin V staining, we analyzed the percentage of apoptotic LT- and ST-HSCs in BM of *Pon2*^−/−^ and WT mice by flow cytometry. These measurements revealed significantly less annexin V-positive LT-HSCs but no differences in annexin V-positive ST-HSCs in young *Pon2*^−/−^ mice compared to WT (Figures 5(c) and 5(d)). We also detected no changes in fluorescence signal intensity of gamma-H2AX antibody in *Pon2*-deficient LSK cells compared to WT cells (Figure S3A), indicating genetic stability in WT and *Pon2*^−/−^ mice, despite higher ROS levels in *Pon2*^−/−^ mice.

### 3.7. Young Pon2^−/−^ BM Cells Outcompete WT Cells at Early but Not at Later Time Points

To analyze whether the increased number of LT-HSCs in *Pon2*^−/−^animals confers increased fitness, we performed competitive BM transplantation assays. Engraftment of WT and *Pon2*^−/−^BMCs was analyzed by flow cytometry using the cell surface markers CD45.1 and CD45.2, respectively (Figure 5(e)) as described [41]. Competitive transplantation of WT and *Pon2*^−/−^BMCs in a 1 : 1 ratio revealed significant advantages of *Pon2*^−/−^ BMCs in multilineage reconstitution at early time points (Figure 5(f)) whereas engraftment was similar between WT and *Pon2^−/−^* cells after week 15.

### 3.8. Young Pon2^−/−^ and WT HSPCs Show No Differences in Cell Cycle Status, Colony-Forming Ability, and Homing

Since increased ROS level disrupts the quiescent state of HSCs and can stimulate them to proliferate and differentiate [18], we performed cell cycle analysis using Hoechst 33342 and Ki-67 to distinguish between cells in G0- and G1- as well as G2-, S-, and M-phase. We detected no difference in cell cycle status of *Pon2*^−/−^ LSK cells or LT-HSCs compared to WT cells (Figures S4A and S4B). Similarly, colony-forming assays revealed no difference in colony-forming ability of WT or *Pon2*^−/−^ BMCs after 10 days of incubation. Besides the equal amounts of total colonies (Figure S4C), there was also no change in the number of specific colonies (Figure S4D), indicating no Pon2-mediated impact on colony forming and differentiation.

We also analyzed the homing ability of BMCs. We examined homing efficiency using the fluorescent dye DiI and analyzing BM of lethally irradiated recipient mice 48 h after injecting stained *Pon2*^−/−^ or WT BMCs (Figure S4E). Flow cytometric analysis revealed no differences in homing ability of WT and *Pon2*^−/−^ BMCs (Figure S3F). Therefore, we speculate that the higher frequency of *Pon2^−/−^*-derived cells upon competitive BM transplantation at early time points (Figure 5(f)) was likely caused by the increased number of LT-HSCs in *Pon2^−/−^*-derived BM cells (Figure 2(b)) and not due to increased fitness of *Pon2^−/−^* HSCs.

### 3.9. Aged Pon2^−/−^ Mice Reiterate the Increased LT-HSCs Proportion, but Also Exhibit Changes Leading to an Altered Myeloid/Lymphoid Ratio

In accordance with the analysis in young mice, flow cytometry on BMC of aged *Pon2*^−/−^ mice demonstrated an increase of LT-HSCs. Additionally, a surprising increase in the proportion of GMPs was noted, while all other committed progenitors remained at comparable levels with those in control mice (Figures 6(a)–6(g)). These increased GMP levels indicate potential intensified myeloid skewing compared to age-matched WT mice, which could be confirmed by a significantly shifted myeloid/lymphoid ratio in the peripheral blood of aged *Pon2*^−/−^ mice (Figure 6(h)).

### 3.10. Similar Total ROS Levels in Old Pon2^−/−^ HSCs Compared to WT HSCs, but Significantly Decreased Baseline Apoptosis

Total ROS in HSPCs of aged *Pon2*^−/−^ mice was assessed by flow cytometry using H_2_DCF-DA staining. Similar to young *Pon2^−/−^* HSCs, no major differences in ROS levels were observed in all subpopulations of the LSK fraction compared to WT cells (Figure 7(a)). Again, the number of annexin V-positive cells was significantly decreased in *Pon2^−/−^*LT- and ST-HSCs (Figures 5(b) and 5(c)), whereas DNA damage analyses did not reveal higher levels of DNA double-strand breaks compared to WT cells (Figure S3B).

### 3.11. In Serial Transplantation Experiments, Recipients of BM from Aged Pon2^−/−^ Mice Show No Reduced Survival Rate

To analyze the functionality of aged *Pon2*^−/−^ BMC, we performed serial transplantation experiments to induce decent proliferative stress. The BMCs were isolated from aged WT and *Pon2*^−/−^ mice. HSCs from aged animals have been described to have a reduced ability to repopulate recipient mice in *in vivo* transplantation assays [55]. Therefore, we performed 2 rounds of transplantations (Figure 7(d)). Of note, aiming to create a condition of higher stress levels upon the bone marrow repopulation, we shortened the time between the primary and secondary retransplantation to 3 weeks. These experiments revealed no statistical differences in the survival rate of the animals transplanted with *Pon2*^−/−^ or WT BMCs, albeit at a low sample size (5 vs. 6 animals). However, and in line with the observed increased number of LT-HSCs and decreased levels of apoptosis, more recipient mice transplanted with BMCs of aged *Pon2*^−/−^ donors were alive at day 21 of the second transplantation round compared to recipients of BMCs from wild-type animals (Figure 7(e)).

### 3.12. RNA-seq Analyses Show Enhancement of the Expression of Survival Genes in HSCs of Young Pon2^−/−^ Mice

Although increased ROS levels in progenitor cells, in particular in aged mice, caused a premature aging phenotype with increased frequencies of myeloid progenitors and a shifted myeloid-to-lymphoid ratio in the peripheral blood of aged *Pon2*^−/−^ mice, we did not observe an exhaustion phenotype under conditions of stress. This observation might be the consequence of increased LT-HSC numbers or the reduction of baseline apoptotic cell death in Pon2^−/−^ LT-HSCs. We hypothesized that depletion of Pon2 induces a compensatory program during the earliest hematopoietic stages to overcome the harmful effects of supraphysiological ROS levels that we discovered in whole BM. To address this hypothesis, we performed RNA-seq analyses of Lin^−^, Sca^1+^, ckit^+^, CD135^−^, and CD150^+^ cells (representative for a mixture of LT-HSCs and MPP2—hereafter referred to as HSC) isolated from young WT or *Pon2*^−/−^ mice (*n* = 6 per genotype). 

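Smart-seq2 libraries, which hold amplified full-length cDNA without strand information, were sequenced from HSCs of 6 WT and 6 *Pon2*-/- mice aged 10 to 14 weeks. Per mouse, 8 wells with 10 sorted cells each were used, and the counts analysed here are given per mouse and not per well. The authors trimmed adapters, mapped the reads to the mouse genome GRCm38.p5 with STAR and counted the reads mapped per gene of GENCODE release M12. The values are whole-number counts for each gene, without normalization. STAR gives an unstranded count and 2 strand-specific counts per gene. The single column was taken as the unstranded count, because its largest totals are close to the whole of the reads that the paper reports as aligned. The total count per sample was 12967791 to 24228280 in WT HSCs (median 17601783) and 14671353 to 23122382 in *Pon2*-/- HSCs (median 18029073). The paper's reported depth is 21.1 to 32.6, in units of 1000000 reads, before alignment. All values use the counts on genes. The mean total was higher by 342550 counts in *Pon2*-/- HSCs (two-sided exact permutation test, p = 0.883).
The counts were normalized with the TMM method of edgeR, and genes with low counts were removed with filterByExpr. The genotypes were compared with edgeR's quasi-likelihood F-test and Benjamini-Hochberg adjustment, with the paper's thresholds of a fold change above 2 and an FDR below 0.05. Single genes were also compared with a two-sided exact permutation test of log2 CPM over all ways to assign 6 of 12 samples to a genotype. The smallest p this test can give is 0.00216. Positions are those of GENCODE release M21 on GRCm38.
*Pon2* (ENSMUSG00000032667.17) lies on the minus strand of chromosome 6 from 5264147 to 5298455. Its expression was 112.7 ± 49.3 CPM in WT HSCs (SD, n = 6) and 25.7 ± 12.2 CPM in *Pon2*-/- HSCs (SD, n = 6). Every *Pon2*-/- sample lay below every WT sample (exact permutation test, p = 0.00216). The log2 fold change was -2.13 (standard error 0.57), with an adjusted p of 0.586 over all tested genes. The gene trap lies in an intron, and the count covers all exons of the gene, those before the insertion included. The *Pon2*-/- replicate 5 had 1.16 CPM, while the other *Pon2*-/- samples had 28.4 to 33.1 CPM. Without this sample, the log2 fold change was -1.88 and the adjusted p was 0.0295. With DESeq2, the log2 fold change of *Pon2* was -2.13 and its adjusted p was 0.0103. Over all alternatives, the adjusted p ranged from 0.0042 to 1.0.

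**Figure D1:**
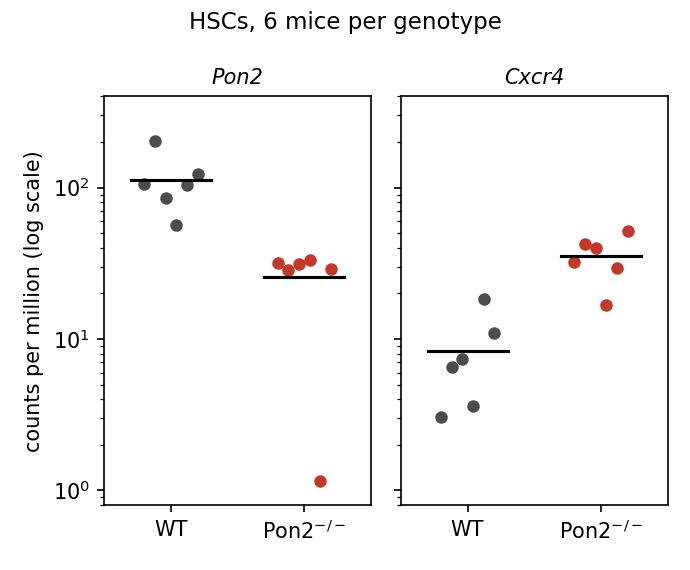
Expression of *Pon2* and *Cxcr4* in CPM (log scale) in HSCs of WT and *Pon2*-/- mice. Each point is 1 mouse (n = 6 per genotype) and each line is the mean of a genotype. All *Pon2*-/- samples lie below all WT samples for *Pon2*, while for *Cxcr4* the highest WT sample lies above the lowest *Pon2*-/- sample.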

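After removal of genes with low counts, 11848 genes were compared between HSCs of WT and *Pon2*-/- mice. With edgeR, 24 genes passed both thresholds. An unadjusted p below 0.05 was found for 371 genes, while 592 are expected by chance among the genes tested. With limma voom on the same genes, the number was 754. The edgeR test may thus be too strict on these counts, and a high adjusted p with edgeR does not show that a gene is unchanged. The biological coefficient of variation was 99.2%, so that samples of the same genotype differed widely. For each of the 24 genes, all samples of one genotype lay above all samples of the other. This held for 75 of all tested genes, while 25.6 are expected by chance (0.216%). The number of genes depended on the tool and its settings. DESeq2 with its default settings, the tool named by the paper, gave 305 genes, and 950 genes passed when its cutoff for outlying counts (Cook's cutoff) was off. All of the 24 genes were among the genes of both DESeq2 analyses. With edgeR and no filter beyond 1 read in all samples together, 8 genes passed. The tools were also tested on simulated counts of 11848 genes, of which 200 were changed. The simulated means and dispersions were those that edgeR fitted to the genes that passed its filter. The simulation thus follows edgeR's model and leaves out genes with few counts. Of the 305 DESeq2 genes, 75 passed this filter, so that the numbers of false genes need not hold for the others. From the simulated counts, edgeR gave 118 genes with 2 false ones, and DESeq2 gave 208 genes with 58 false ones. When no gene was changed, edgeR gave 0 genes and DESeq2 gave 27. edgeR found 80.6% of the genes changed 64-fold, 59.7% of those changed 16-fold and 33.3% of those changed 4-fold.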

The comparison of whole transcriptomes of HSCs isolated from young WT or *Pon2*^−/−^ mice using DESeq2 identified 341 differentially expressed genes. Of these, 168 genes were downregulated and 157 genes were upregulated in *Pon2*^−/−^ HSCs compared to WT HSCs (see Table S2 and Figure 6(b)). 

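Of the 24 genes that passed with edgeR, 9 were lower and 15 were higher in *Pon2*-/- HSCs. Pseudogenes made up 13 of them, or 54.2%, compared with 3.40% of the other tested genes (Fisher's exact test, p = 1.77e-13). The smallest adjusted p belonged to *Rps13-ps1* (ENSMUSG00000066362.5), a processed pseudogene on chromosome 8 from 87047689 to 87048226. It had 0.711 ± 0.205 CPM in WT HSCs and 129.8 ± 14.7 CPM in *Pon2*-/- HSCs (SD, n = 6 each), a log2 fold change of 7.51 (standard error 0.31, adjusted p = 1.79e-08). Its sequence is 99.6% identical to that of *Rps13* over 522 bases, so that a read can match both genes. How reads that match both were counted was not examined. The processed pseudogene *Gm8420* (ENSMUSG00000072324.4, chromosome 1 from 51940664 to 51941261) had 0.114 ± 0.0727 CPM in WT HSCs and 78.8 ± 5.01 CPM in *Pon2*-/- HSCs (SD, n = 6 each, adjusted p = 1.40e-06). It is 96.6% identical to *Rpl15* over 596 bases.
*BC018473* (ENSMUSG00000056032.12), an antisense transcript on chromosome 11 from 116752167 to 116759373, had no count in WT HSCs and 94908 counts over the 6 *Pon2*-/- samples. Its expression in *Pon2*-/- HSCs was 864 ± 256 CPM (SD, n = 6), at least 31626-fold higher than a limit of 3 counts over the WT group allows. *Trim12a* (ENSMUSG00000066258.13, chromosome 7 from 104299894 to 104315466) fell from 66.8 ± 21.2 CPM in WT HSCs to 0.0621 ± 0.0413 CPM in *Pon2*-/- HSCs (SD, n = 6 each, adjusted p = 2.35e-06). *Gnpda2* (ENSMUSG00000029209.15, chromosome 5 from 69573108 to 69592340) had 63.6 ± 28.7 CPM in WT HSCs (SD, n = 6) and no count in *Pon2*-/- HSCs, which is at least 2308-fold lower by the same limit over the *Pon2*-/- group.
Among the other genes with the largest changes, *Htatip2*, *mt-Nd3*, *Gm26896* and *Gvin1* had no count in *Pon2*-/- HSCs and were at least 1407-fold, 271-fold, 151-fold and 107-fold lower. *Gm26862* had no count in WT HSCs and was at least 92.0-fold higher. *mt-Nd3* is identical in sequence to the nuclear pseudogene *Gm28438* over 342 bases, and *Gvin1* is 99.97% identical to *Gm4070* over 9005 bases. *Gm43305* had 940 counts in WT HSCs and 2 in *Pon2*-/- HSCs, a ratio of *Pon2*-/- to WT of 0.00213 (95% counting interval 0.000257 to 0.0077). The ratio was 0.00126 (3.19e-05 to 0.00705) without *Pon2*-/- replicate 3 and 0.00132 (3.34e-05 to 0.00738) without *Pon2*-/- replicate 5, which held 1 count each.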

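On log2 CPM of the 11848 tested genes, the mean Euclidean distance was 276.0 between samples of different genotypes and 272.2 between samples of the same genotype. The difference of 3.83 is 1.41% of the distance within genotypes. It was larger than in most of the 462 distinct splits of the samples into groups of 6 (one-sided exact permutation test, p = 0.00649). Without 1 sample, the difference was 2.09 to 6.42 (exact permutation tests, p = 0.00866 to 0.132), and several of these fits did not pass 0.05. The variance stabilizing transformation gave 0.34 (exact permutation test, p = 0.0779). In a PCA of the 500 most variable genes, PC1 held 14.1% of the variance. The mean PC1 score was -7.66 ± 29.6 for WT and 7.66 ± 33.2 for *Pon2*-/- samples (SD, n = 6 each). This difference of 15.3 was within the spread of the samples (two-sided exact permutation test, p = 0.418). Without *Pon2*-/- replicate 1 the difference was -47.8 (exact permutation test, p = 0.00649), where the sign of a component is arbitrary, and with all tested genes it was 78.0 (exact permutation test, p = 0.039).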

Sample distance analysis (see Figure 8(a)) revealed no distinct clustering between the *Pon2*^−/−^ and WT groups, and this coincided with similar spreading profiles in the first principal component (PC1) of the principal component analysis (PCA). Nonetheless, *Pon2*^−/−^ and WT groups clearly clustered separately in the second principal component (PC2), which led us to believe that a rather discrete number of cellular processes/pathways differ between HSCs of young *Pon2*^−/−^ and WT animals.

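PC2 held 11.9% of the variance. Its mean score was -23.7 ± 15.5 for WT and 23.7 ± 14.3 for *Pon2*-/- samples (SD, n = 6 each). All 6 *Pon2*-/- samples lay above the highest WT sample, with 7.40 to 50.3 compared with -38.8 to 3.93. The difference of 47.3 was larger than the spread of the samples (two-sided exact permutation test, p = 0.00216). The genotype accounted for 75.1% of the variance of PC2 scores and for 6.64% of that of PC1 scores. The separation on PC2 held with rlog values (difference 20.8, exact permutation test, p = 0.00216). With DESeq2's variance stabilizing transformation, the difference on PC2 was -0.43 (exact permutation test, p = 0.855) and the genotypes differed on PC1, by 3.94 (exact permutation test, p = 0.00649). Without WT replicate 2, *Pon2*-/- replicate 1 or *Pon2*-/- replicate 3, the difference on PC2 was 35.0, 21.7 or 18.0, and was then within the spread of the samples (exact permutation tests, p = 0.0584, 0.249 and 0.355). For the first 2 of these, the genotypes differed on PC1 instead (exact permutation tests, p = 0.026 and 0.00649). Without *Pon2*-/- replicate 3 they did not (exact permutation test, p = 0.571). From similar profiles on PC1 and separate clusters on PC2, the paper reasons that a rather discrete number of cellular processes differs between the genotypes.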

We noted differential expression of several important regulators of cell survival, such as Telomerase (*Tert*) [56, 57] or the NRF2 pathway genes *Nfe2l2* and *Abcc2* [58, 59] and CXCR4 involved in the regulation of homing, quiescence/proliferation, or migration [60]. 

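*Tert* (ENSMUSG00000021611.8) lies on chromosome 13 from 73626911 to 73649843. It had 889 counts in 5 of the 6 WT samples and none in *Pon2*-/- HSCs, which is at least 296-fold lower by a limit of 3 counts over the *Pon2*-/- group. WT replicate 1 held most of these counts, and without it the limit is at least 131-fold. The expression of *Tert* in WT HSCs was 7.42 ± 9.85 CPM (SD, n = 6), so that the SD exceeds the mean. *Nfe2l2* (ENSMUSG00000015839.6, chromosome 2 from 75675513 to 75704641) had 120.6 ± 38.6 CPM in WT and 203 ± 42.7 CPM in *Pon2*-/- HSCs (SD, n = 6 each). The log2 fold change was 0.75 (standard error 0.22, adjusted p = 0.834), and the exact permutation test of this gene alone gave p = 0.0108. *Nfe2l2* is below the fold change threshold and is not listed in Table S2. *Abcc2* (ENSMUSG00000025194.5, chromosome 19 from 43782192 to 43840740) had 641 counts in 4 of the 6 *Pon2*-/- samples and none in WT HSCs, at least 214-fold higher by a limit of 3 counts over the WT group. Of these counts, 327 were in *Pon2*-/- replicate 1, and without it the limit is at least 123-fold. The exact permutation test of log2 CPM between the genotypes gave p = 0.0606. Neither *Tert* nor *Abcc2* passed the filter on low counts.
*Cxcr4* (ENSMUSG00000045382.6) lies on the minus strand of chromosome 1 from 128588199 to 128592293. It had 8.33 ± 5.75 CPM in WT and 35.5 ± 12.2 CPM in *Pon2*-/- HSCs (SD, n = 6 each). The ranges were 3.06 to 18.5 CPM and 16.8 to 52.0 CPM (exact permutation test, p = 0.00433). The log2 fold change was 2.09 (standard error 0.60), with an adjusted p of 0.747 over all tested genes.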

Of note, overrepresentation analysis of genes that were upregulated in Pon2^−/−^ HSCs demonstrated significant enrichment of only a discrete number of pathways (Figure 8(b)). 

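The counts behind the first 5 pathways of Table S3 vary between the samples. Of the genes of these pathways, *Gnb4* (ENSMUSG00000027669.14, chromosome 3 from 32580332 to 32616585) had 63.5 ± 31.5 CPM in WT and 207 ± 80.0 CPM in *Pon2*-/- HSCs (SD, n = 6 each). All *Pon2*-/- samples lay above all WT samples (exact permutation test, p = 0.00216), and the log2 fold change was 1.71 (standard error 0.34, adjusted p = 0.0747). It passed the FDR threshold without WT replicate 1, with an adjusted p of 0.0212, and over all alternatives its adjusted p ranged from 2.17e-05 to 0.368. *Camk2b* (ENSMUSG00000057897.14) had 11 counts over the WT group and 230 over the *Pon2*-/- group (exact permutation test, p = 0.219). Most of the 230 counts were in *Pon2*-/- replicates 5 (123) and 6 (97). *Rgs9* (ENSMUSG00000020599.13) had 1001 counts in 2 *Pon2*-/- samples and none in WT HSCs (exact permutation test, p = 0.455). *Pon2*, the genes named in the text and the genes of these 5 pathways make a list of 16 genes. Of these, 9 had p below 0.05 in the exact permutation test when adjusted over the list alone, and none passed both thresholds with edgeR over all genes tested, although each of them that passed the filter on low counts had an unadjusted p below 0.05. With DESeq2, all but *Nfe2l2*, *Gnaz*, *Rgs1* and *Camk2b* passed both thresholds. Since the list was chosen on these samples, the first number is not independent evidence. No set test was run, because the full membership of the pathways was not used here.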

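Table S3 lists *Cd4*, *Gnaz*, *Rgs1*, *Blk* and *Cxcr4* as the genes of the CXCR4-mediated signaling pathway. *Cd4* (ENSMUSG00000023274.14, chromosome 6 from 124864692 to 124888221) had 209 counts in 2 of the 6 *Pon2*-/- samples and none in WT HSCs. *Blk* (ENSMUSG00000014453.3, chromosome 14 from 63372836 to 63417037) had 1099 counts in 2 of the 6 *Pon2*-/- samples and none in WT HSCs. In the exact permutation test, both gave p = 0.455. Neither gene passed the filter on low counts. *Gnaz* (ENSMUSG00000040009.5, chromosome 10 from 74967177 to 75016907) had 1.07 ± 1.52 CPM in WT and 10.7 ± 12.5 CPM in *Pon2*-/- HSCs (SD, n = 6 each). Its log2 fold change was 3.31 (standard error 1.23, adjusted p = 1.0), and the exact permutation test gave p = 0.0433. *Rgs1* (ENSMUSG00000026358.13, chromosome 1 from 144242296 to 144249242) had 106.4 ± 58.6 CPM in WT and 219 ± 70.8 CPM in *Pon2*-/- HSCs (SD, n = 6 each). Its log2 fold change was 1.04 (standard error 0.36, adjusted p = 1.0), and the exact permutation test gave p = 0.0152. With edgeR, 0 of the 5 genes passed both thresholds, although *Gnaz*, *Rgs1* and *Cxcr4* had an unadjusted p below 0.05. With limma voom 0 passed, with DESeq2 3 (*Cd4*, *Blk* and *Cxcr4*), and with DESeq2 without Cook's cutoff 4 (*Cd4*, *Blk*, *Cxcr4* and *Gnaz*).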

Most importantly, the CXCR4-mediated signaling event pathway reached the highest level of significance (FDRq 0.02) among the whole database (Figure 6(b); Tables S3 and S4). Moreover, treatment with the ROS generator DMNQ resulted in enhanced (around 2.5-fold) CXCR4 mRNA expression in HPC-7 hematopoietic stem cells and BA/F3 pro B cells (see Figures 8(c) and 8(d)).

## 4. Discussion

In this study, we comprehensively investigated the function of PON2 in the hematopoietic system. PON2 has been linked to therapy resistance and poor prognosis in different types of leukemia, but the biological function of PON2 in hematopoiesis has not been investigated. Our *in vivo* studies demonstrate that PON2 is involved in the regulation of normal hematopoiesis. First, we determined Pon2 mRNA expression levels in different HSPC subpopulations of young (<3 months) and aged (>9 months) mice. In young mice, Pon2 mRNA levels were increased in committed progenitor cells, in particular in CMPs and MEPs, compared to the HSC compartment. Surprisingly, but at least in line with the high expression levels putatively linked to a specific functional importance in MEPs, Pon2 deficiency in young mice associated with a propensity to a more robust erythropoiesis both in physiological and stress conditions. While this remains to be demonstrated in subsequent works, we believe that Pon2 deficiency might activate an (over) compensatory mechanism to maintain the erythropoiesis.

Meanwhile, expression levels of Pon2 declined with proceeding differentiation in aged mice. Interestingly, in aged mice, depletion of *Pon2* caused an increase of GMPs accompanied by a skewed myeloid-to-lymphoid ratio pointing to at least partly accelerated aging of *Pon2*^−/−^ HSCs in comparison to WT cells. An age-related expansion of different HSPC subpopulations has been described in different HSC aging studies [55, 61]. The enhanced myeloid skewing in aged *Pon2*^−/−^ mice may be caused by a small increase in ROS levels as detected in MPPs [62, 63].

Since studies on cell culture models after PON2 knockdown as well as *Pon2*^−/−^ endothelial cells have shown enhanced ROS formation [12, 13], we determined total ROS level and superoxide/hydrogen peroxide level in BMCs of young animals. Due to their low metabolic activity, HSCs are vulnerable to cellular damage caused by oxidative stress. In physiological quantities, ROS act as signal molecules that regulate stem cell proliferation, differentiation, and mobilization. Even a comparatively minor increase of ROS in HSCs can lead to the malfunction of self-renewal activity and HSC senescence, which can cause premature exhaustion of the HSC pool and hematopoietic dysfunctions [64]. Analysis of superoxide/hydrogen peroxide production showed markedly enhanced formation rates in whole BMC of young *Pon2*^−/−^ animals. However, total ROS levels were not affected in LT-HSCs in young and old Pon2^−/−^ animals. PON2 has been shown to reduce superoxide production mainly at the inner membrane of mitochondria [10], but LT-HSCs demand low amounts of energy, which are almost entirely produced via glycolysis [19]. The increase of mitochondrial superoxide production in *Pon2^−/−^* LT-HSC may therefore be minimal or not even existent. Meanwhile, already with the first step of differentiation into cycling cells—that of ST-HSCs—cells shift from glycolysis to mitochondrial ATP production [20]. The increase of superoxide/hydrogen peroxide (e.g., in ST-HSCs and numerically in MPPs) likely reflects higher ROS level in *Pon2^−/−^* progenitor cells, finally contributing to the observed phenotype resembling premature aging. A mechanism involved in HSC aging is reduction of the activity of the telomerase enzyme, which leads to a limitation of cell proliferation in HSCs [26]. 

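The *Tert* counts of the 6 WT samples were 580, 0, 7, 42, 34 and 226. Without any one of the samples, the mean log2 CPM in *Pon2*-/- HSCs stayed lower, by 3.65 to 5.24 (difference -5.24 to -3.65), and the exact permutation test gave p = 0.0022 to 0.0281. With all samples, the exact permutation test gave p = 0.0152.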

In our studies, we observed a reduction of *Tert* gene expression in HSC isolated from young *Pon2*^−/−^ mice.

Interestingly, quantitative analysis of different HSPC subpopulations in BM of WT and *Pon2^−/−^* mice revealed an increased percentage of LT-HSCs. Further, we observed an advantage over WT-BMCs in competitive repopulation assays at early time points in young animals, likely due to the increased percentage of *Pon2^−/−^* LT-HSCs as a consequence of diminished apoptotic cell death in young and old *Pon2^−/−^* LT-HSCs. Interestingly, gene inactivation of the enzymatically active subunit of the NADPH oxidase holoenzyme subunit gp91phox (NOX2) resulting in reduced ROS generation produced an opposite result. In competitive transplantation with WBM cells from NOX2^−/−^ animals, a reduced engraftment was seen [17]. These data indicate that Pon2-dependent mechanisms additional to ROS detoxification might be involved in mediating the observed phenotype. RNA-seq analyses in HSCs of young animals identified a number of differentially expressed genes described to regulate cell death and proliferation. For example, we observed enhanced expression of the ATP-dependent DNA helicase Q4 (Recql4, DNA repair), the makorin ring finger protein 2 (Mkrn2, antiapoptotic), and the cyclin-dependent kinase 5 regulatory subunit-associated protein 1 (Cdk5rap1) as well as decreased levels of apoptosis-associated tyrosine kinase (Aatk, proapoptotic). 

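*Recql4* (ENSMUSG00000033762.7, chromosome 15 from 76703553 to 76710548) had 2 counts over the WT samples and 521 counts over the *Pon2*-/- samples, of which 5 had at least 1 count. The ratio of *Pon2*-/- to WT was 260 (95% counting interval 71.7 to 2156; exact permutation test of log2 CPM, p = 0.0152). *Pon2*-/- replicate 5 held 428 of the 521 counts, and without it the ratio was 57.8 (95% counting interval 15.6 to 484; exact permutation test, p = 0.0173). Each of the 2 WT counts also moves the ratio, to 460 (82.1 to 18190) without WT replicate 4 and to 455 (81.3 to 18007) without WT replicate 5. *Mkrn2* (ENSMUSG00000000439.9, chromosome 6 from 115601902 to 115622624) had 16.9 ± 8.55 CPM in WT and 44.6 ± 13.5 CPM in *Pon2*-/- HSCs (SD, n = 6 each). *Cdk5rap1* (ENSMUSG00000027487.11, chromosome 2 from 154335380 to 154373010) had 15.7 ± 14.2 CPM in WT and 142.7 ± 59.6 CPM in *Pon2*-/- HSCs (SD, n = 6 each). For both genes, all *Pon2*-/- samples lay above all WT samples (exact permutation tests, p = 0.00216 each). The log2 fold change was 1.40 for *Mkrn2* (standard error 0.47, adjusted p = 1.0) and 3.19 for *Cdk5rap1* (standard error 0.65, adjusted p = 0.085). *Cdk5rap1* passed the FDR threshold without WT replicate 2 (adjusted p = 0.0307) or WT replicate 6 (adjusted p = 0.0339), and over all alternatives its adjusted p ranged from 4.39e-06 to 0.684. *Aatk* (ENSMUSG00000025375.15, chromosome 11 from 120007313 to 120047167) had 309 counts in 3 of the 6 WT samples and none in *Pon2*-/- HSCs, at least 103-fold lower by a limit of 3 counts over the *Pon2*-/- group. The counts of these samples were 130, 3 and 176, the last in WT replicate 4, and without it the limit is at least 50.2-fold. The exact permutation test of *Aatk* gave p = 0.182.

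**Figure D2:**
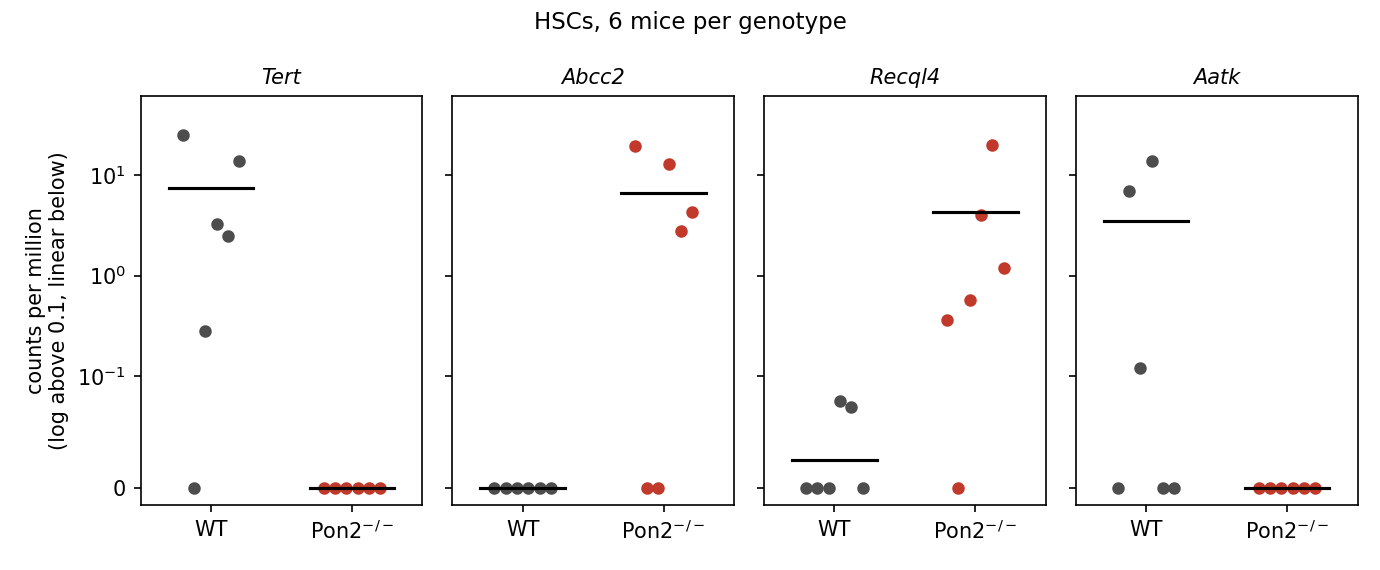
Expression of *Tert*, *Abcc2*, *Recql4* and *Aatk* in CPM (log scale above 0.1, linear below) in HSCs of WT and *Pon2*-/- mice. Each point is 1 mouse (n = 6 per genotype) and each line is the mean of a genotype. The expression within the higher genotype reaches from 0 to above 10 CPM for each gene.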

RECQL4 is essentially involved in DNA-repair [65, 66] and inactivation of this gene resulted in bone marrow failure due to increased apoptotic rates [67]. In primary leukemia cells and in different leukemia cell lines, enhanced MKRN2 expression results in reduced apoptotic rates and enhanced cell proliferation [68]. In human breast cancer MCF-7 cells, CDK5RAP1 deficiency induces cell cycle arrest and apoptosis indicating an antiapoptotic function of this protein [69]. AATK has been described to be important for the induction of growth arrest and/or apoptosis of myeloid precursor cells [70]. In previous studies, PON2 has been shown to induce antiapoptotic properties [71, 72]. We speculate that in our *Pon2^−/−^* knockout model, a positive feedback is activated at the LT-HSC levels to compensate the increased demand of progenitor cells and accelerated aging phenotype resulting in an increased number of LT-HSCs. In addition to the above-mentioned genes, we detected a significant induction of the expression of *Cxcr*4. 

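Leaving out any one of the samples kept *Cxcr4* higher in *Pon2*-/- HSCs, with a log2 fold change of 1.92 to 2.50 and an adjusted p of 0.265 to 1.0 with edgeR. DESeq2 gave *Cxcr4* a log2 fold change of 2.10 with an adjusted p of 4.59e-04, and the adjusted p was 1.61e-04 without Cook's cutoff. Over all alternatives, its adjusted p ranged from 1.61e-04 to 1.0.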

The CXCL12/CXCR4 axis is involved in the regulation of homing, quiescence/proliferation, or migration [60]. In young mice with inactivated aryl hydrocarbon receptor (*Ahr*), a small but significant enhancement of the ROS production was seen, similar upon *Pon2* depletion. In microarray experiments, the authors detected a 2.91-fold enhancement of the Cxcr4 expression (*P* value 0.045) [54]. Moreover, treatment with the ROS generator DMNQ resulted in enhanced CXCR4 mRNA expression in HPC-7 hematopoietic stem cells and BA/F3 pro B cells. One important mechanism of CXCL12/CXCR4 signaling in the maintenance of HSC homeostasis is the protection against (oxidative) stress [73]. So it is likely that the enhanced *Cxcr*4 expression in *Pon2*^−/−^ HSC protects these cells from transplantation-induced stress at early time points. In line with previous data [73], this finding allows us to speculate that the CXCR4/CXCL12 axis is upregulated as a result of increased ROS to counteract hematopoietic stem cell exhaustion upon *Pon2* loss. While Pon2 depletion causes increased ROS and cell exhaustion in more mature progenitor cells of young mice, compensatory upregulation of Cxcr4 may protect LT-HSCs of these mice, leading to increased cell numbers and decreased apoptosis providing adequate supply of committed progenitors, a hypothesis that remains to be explored in future investigations.

## 5. Conclusion

In conclusion, our current data indicate that PON2 is involved in the regulation of HSC functions. Enhanced ROS levels in *Pon2^−/−^* progenitor cells correlate with increased frequencies of CMPs and GMPs as well as a skewed myeloid-to-lymphoid ratio in aged mice. Loss of *Pon2* activated an antiapoptotic program in LT-HSCs but also caused increased expression of genes involved in stem cell maintenance, e.g., Cxcr4, Recql4, and Aatk. We speculate that the induction of a “maintenance” program upon *Pon2* depletion counteracts a ROS-mediated premature aging phenotype and ensures proper supply of committed progenitor cells in aged mice. However, further experiments are required to address this hypothesis.

## Figures and Tables

**Figure 1:**
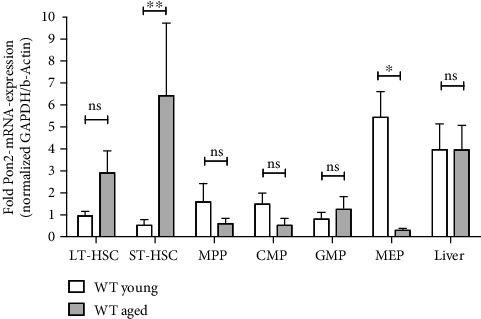
*Pon2* mRNA expression level in WT mice changes upon aging. LT-HSCs, ST-HSCs, MPPs, CMPs, GMPs, MEPs, and liver cells were obtained from young (2-3 months) and aged (>9 months) WT mice. *Pon*2, *Gapdh*, and *Actb* mRNA expression was analyzed by qRT-PCR. *Pon*2 mRNA expression was normalized to *Gapdh* and *Actb* mRNA expression. The relative *Pon*2 mRNA expression in LT-HSCs from young WT mice was set to 1. Shown are the mean + SEM of *n* = 3–6 experiments using 2-6 mice per group (^∗∗^*P* < 0.01, ^∗^*P* < 0.05, ns: not significant vs. WT cells; 2-way ANOVA with Bonferroni's multiple comparisons test).

**Figure 2:**
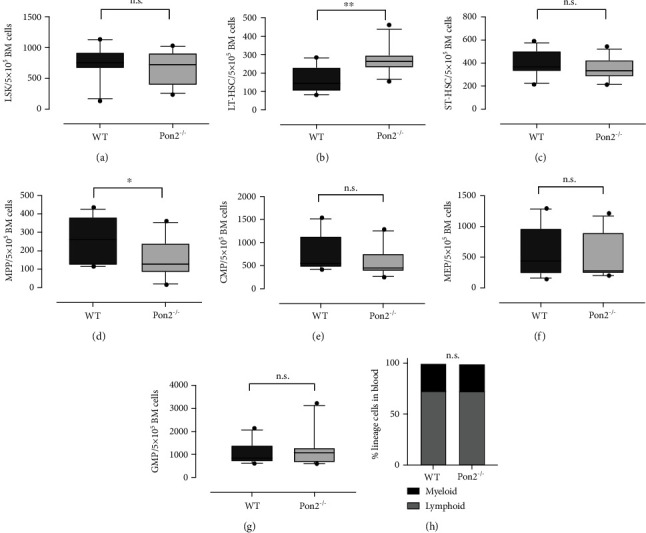
Young *Pon2*^−/−^ mice show quantitative abnormalities in HSPCs but unaltered myeloid/lymphoid ratio. Graphs showing absolute cell numbers per 0.5 10^5^ whole bone marrow cells (WBMC) of (a) LSK cells, (b) LT-HSCs, (c) ST-HSCs, (d) MPPs, (e) CMPs, (f) MEPs, and (g) GMPs of young WT and PON2^−/−^ mice. *n* = 11/group, box and whiskers; whiskers: 10-90 percentile. ^∗∗∗^*P* < 0.001, ^∗∗^*P* < 0.01, ^∗^*P* < 0.05, n.s.: not significant; two-tailed unpaired *t*-test. (h) Percentage of myeloid and lymphoid cells in blood of young WT and PON2^−/−^ mice (*n* = 37–50). n.s.: not significant; two-tailed unpaired *t*-test.

**Figure 3:**
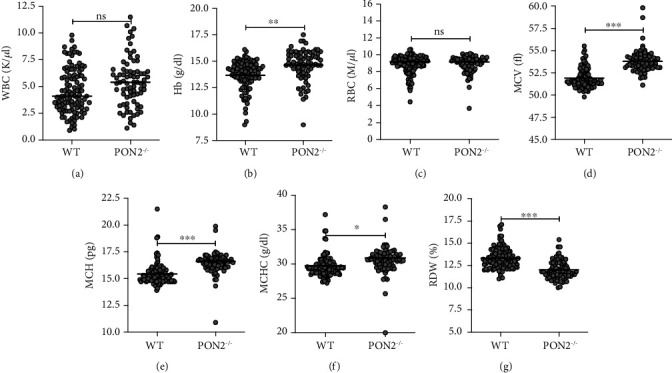
Analysis of peripheral blood from young *Pon2^−/−^* mice compared to WT mice of the same age. Shown are (a) the white blood cell count (WBC), (b) hemoglobin (Hb), (c) red blood cell count (RBC), (d) mean corpuscular volume (MCV), (e) mean corpuscular hemoglobin (MCH), (f) mean corpuscular hemoglobin concentration (MCHC), and (g) red cell distribution width (RDW), in blood of young WT and PON2^−/−^ mice. Dot plot diagram. Median, dot each animal; *n* = 78–113. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001; n.s. = not significant; *t*-test.

**Figure 4:**
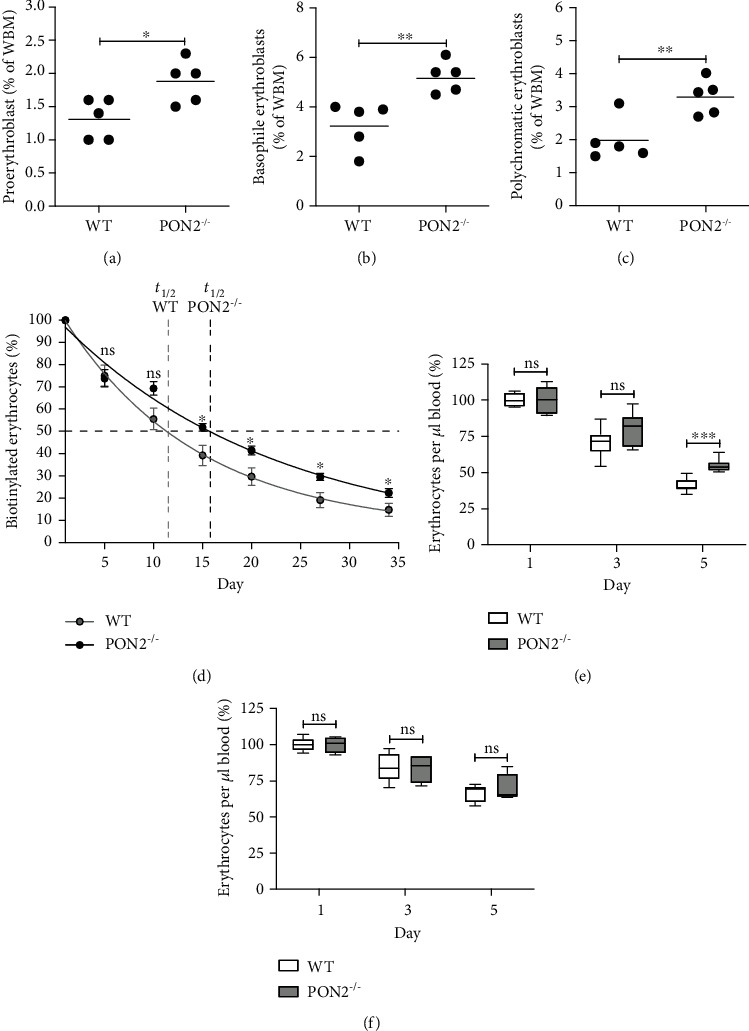
Effects of PON2-inactivation on erythropoiesis. (a–c) Analysis of 3 different stages of erythrocyte development in the bone marrow of WT and Pon2^−/−^ mice. Following the isolation of the bone marrow, cells were stained with the antibodies CD71 and Ter119 and analyzed by flow cytometry. The graphs show the percentage of (a) proerythroblasts (CD71 high/Ter119 mid), (b) basophilic erythroblasts (CD71 high/Ter119 high), and (c) polychromatic erythroblasts (CD71 mid/Ter119 mid). Dot plot diagram. Dot each individual animal; *n* = 5. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01; *t*-test. (d) Lifespan of erythrocytes in young PON2^−/−^ mice. Erythrocyte degradation and regeneration were analyzed using in vivo biotinylation. Young *Pon2*-deficient and WT mice were injected with sulfo-NHS-biotin (intravenous), and small blood samples were taken every few days over a total of 34 days. Afterwards, isolated blood cells were stained with fluorescence-conjugated streptavidin as well as the erythrocyte specific marker Ter119 and analyzed using flow cytometry to determine the number of biotinylated erythrocytes. Results are shown as percentage of biotinylated erythrocytes at day 1, immediately after biotin injection; mean ± SEM, *n* = 7–8. A nonlinear regression was calculated (R2 erythrocytes = 0.90); vertical dashed lines represent the half-life (*t*_1/2_) of the respective cells from WT (light gray) or *Pon2^−/−^* (black) mice. ^∗^*P* < 0.05; n.s.: not significant; *t*-test. (e, f) Percentage of red blood cells in the blood of Pon2^−/−^ and WT mice during the induction of hemolytic anemia by phenylhydrazine. *Pon2*-deficient and wild-type mice were i.p. injected with either phenylhydrazine or PBS (control group) on days 1 and 3. On day 1 (before the start of treatment) and on days 3 and 5, a small amount of blood was taken from the test animals by scratching the *Vena caudalis mediana* in order to analyze the number of erythrocytes. The percentage of erythrocytes in the blood (e) of the phenylhydrazine group and (f) of the control group is shown in comparison to the mean value of the respective starting amount. *n* = 4–8; mean ± SEM. ^∗∗∗^*P* < 0.001; ns = not significant; *t*-test.

**Figure 5:**
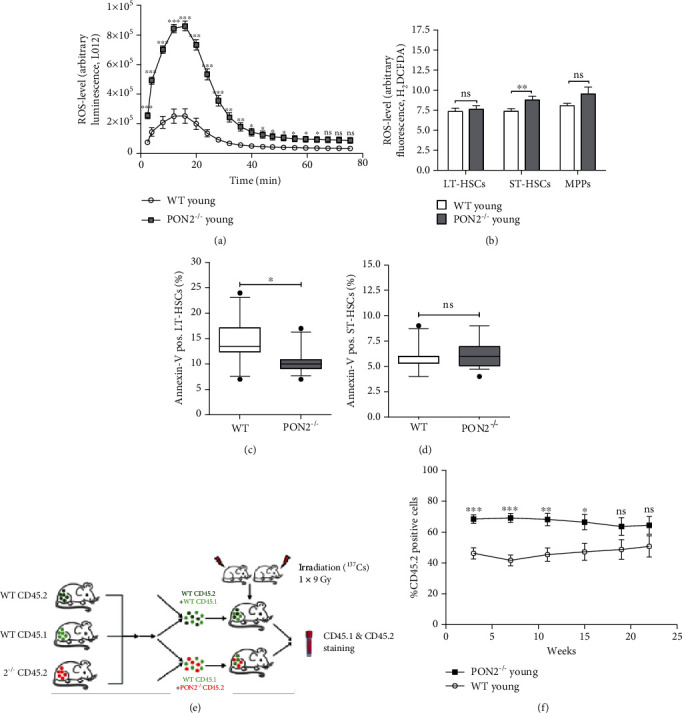
PON2 deficiency causes oxidative stress, but does not impair but rather improve HSC function. (a) L-012 chemiluminescence signal of freshly isolated BMCs from young WT and *Pon2*^−/−^ mice quantified over time for ROS formation (representative graph); mean ± SEM. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001, ns: not significant vs. WT; two-tailed unpaired *t*-test. (b) Total ROS level in LT-HSCs, ST-HSCs, and MPPs of young (2-3 months) WT and *Pon2*^−/−^ mice stained with cell-specific markers (LT-HSCs: Lin^−^, Sca^1+^, ckit^+^, CD135^−^, and CD150^+^; ST-HSCs: Lin^−^, Sca^1+^, ckit^+^, CD135^−^, and CD150^−^; MPPs: Lin^−^, Sca^1+^, ckit^+^, CD135^+^, and CD150^−^) and H_2_DCF-DA, analyzed by FACS (*n* = 12–13); mean + SEM. ^∗∗^*P* < 0.01, ns: not significant vs. WT; two-tailed unpaired *t*-test (representative histograms showing the DCF-DA data comparing WT and Pon2^−/−^ mice, see Figure S6). BMCs isolated from young WT and *Pon2*^−/−^ mice stained with cell-specific markers for (c) LT-HSCs or (d) ST-HSCs and annexin V for quantification of apoptotic cells (*n* = 12–16). Box and whiskers; whiskers: 10-90 percentile; ^∗^*P* < 0.05, ns: not significant vs. WT; two-tailed unpaired *t*-test. (e) Experimental scheme for competitive bone marrow transplantation. (f) Percentage of CD45.2-positive cells in the blood of competitive transplanted young mice 3, 7, 11, 15, 19, and 22 weeks after transplantation (*n* = 9); mean ± SEM. ^∗^*P* ≤ 0.05, ^∗∗^*P* ≤ 0.01, ^∗∗∗^*P* < 0.001, ns: not significant; two-tailed unpaired *t*-test.

**Figure 6:**
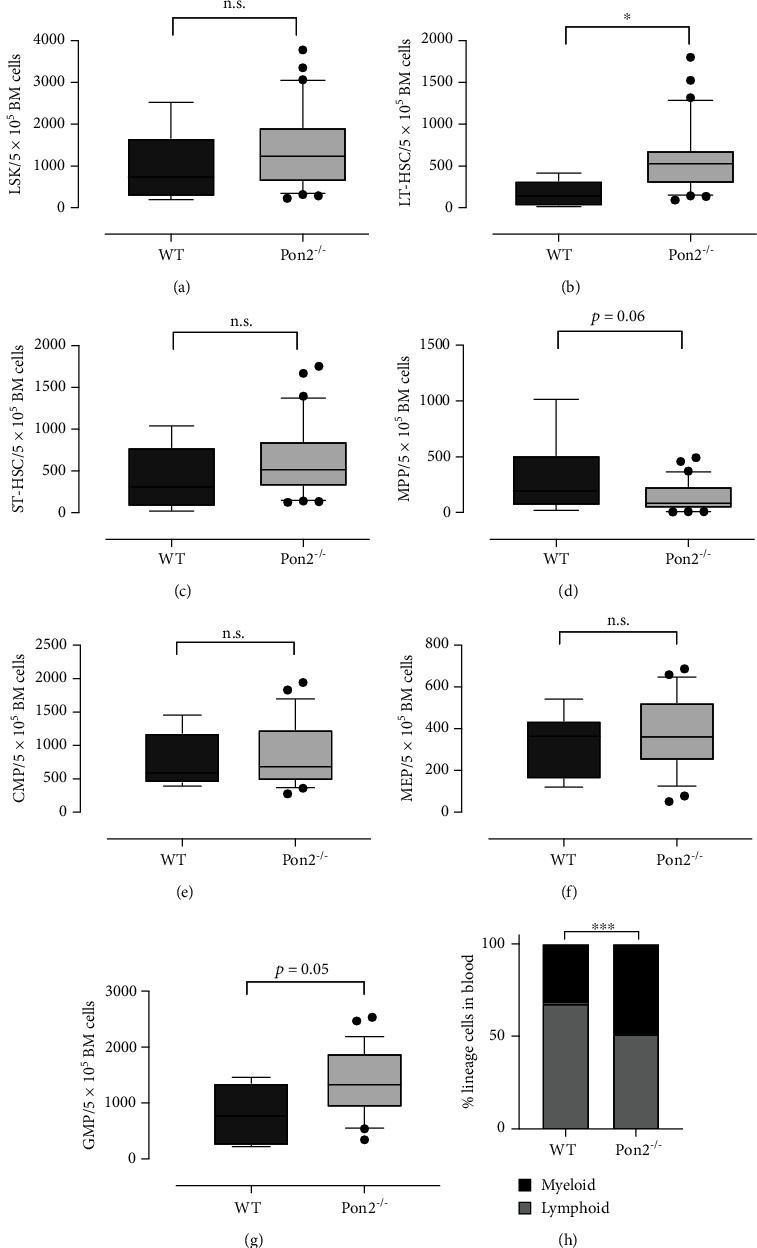
Aged *Pon2*^−/−^ mice show increased cell count of HSPCs and altered myeloid/lymphoid ratio in the blood. Graphs showing absolute cell numbers per 0.5 10^5^ whole bone morrow cells (WBMC) of (a) LSK cells, (b) LT-HSCs, (c) ST-HSCs, (d) MPPs, (e) CMPs, (f) MEPs, and (g) GMPs of old WT and PON2^−/−^ mice. *n* = 6–30, box and whiskers; whiskers: 10-90 percentile. ^∗∗∗^*P* < 0.001, ^∗∗^*P* < 0.01, ^∗^*P* < 0.05, n.s.: not significant; two-tailed unpaired *t*-test. (h) Percentage of myeloid and lymphoid cells in the blood of aged WT and Pon2^−/−^ mice (*n* = 37–50). ^∗∗∗^*P* < 0.001 vs. WT; two-tailed unpaired *t*-test.

**Figure 7:**
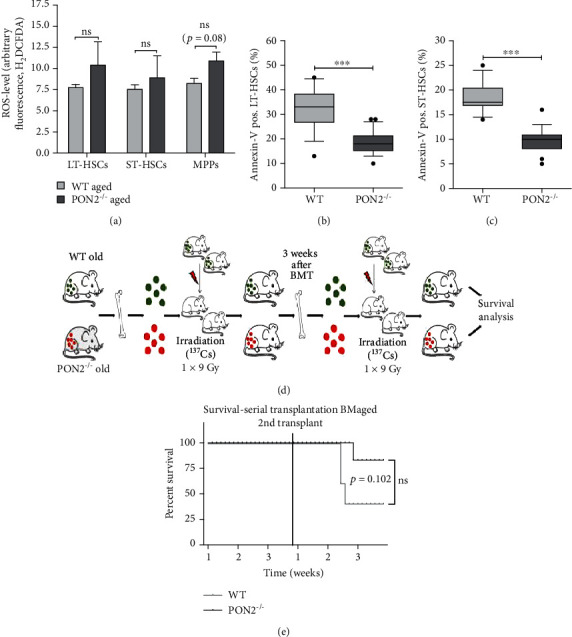
Aged *Pon2*^−/−^ mice show numeric increased total ROS level in HSPCs, but significantly decreased apoptotic rate and increased functionality. (a) Total ROS level in LT-HSCs, ST-HSCs, and MPPs of aged (≥9 months) WT and *Pon2*^−/−^ mice stained with cell-specific markers (LT-HSCs: Lin^−^, Sca^1+^, ckit^+^, CD135^−^, and CD150^+^; ST-HSCs: Lin^−^, Sca^1+^, ckit^+^, CD135^−^, and CD150^−^; MPPs: Lin^−^, Sca^1+^, ckit^+^, CD135^+^, and CD150^−^) and H_2_DCF-DA, analyzed by FACS (*n* = 3); mean + SEM, ns: not significant vs. WT; two-tailed unpaired *t*-test. BMCs isolated from aged WT and *Pon2*^−/−^ mice stained with cell surface markers for (b) LT-HSCs or (c) ST-HSCs and annexin V for quantification of apoptotic cells (*n* = 14–29); box and whiskers; whiskers: 10-90 percentile. ^∗∗∗^*P* < 0.001; two-tailed unpaired *t*-test. (d) Experimental scheme for serial transplantation of aged BMCs. (e) Percent survival of mice after serial transplantation of aged WT or *Pon2*^−/−^ BMCs (*n* = 5–6); ns: not significant vs. WT; survival rates are shown as a Kaplan-Meier plot; log rank (Mantel-Cox) test (*P* = 0.102).

**Figure 8:**
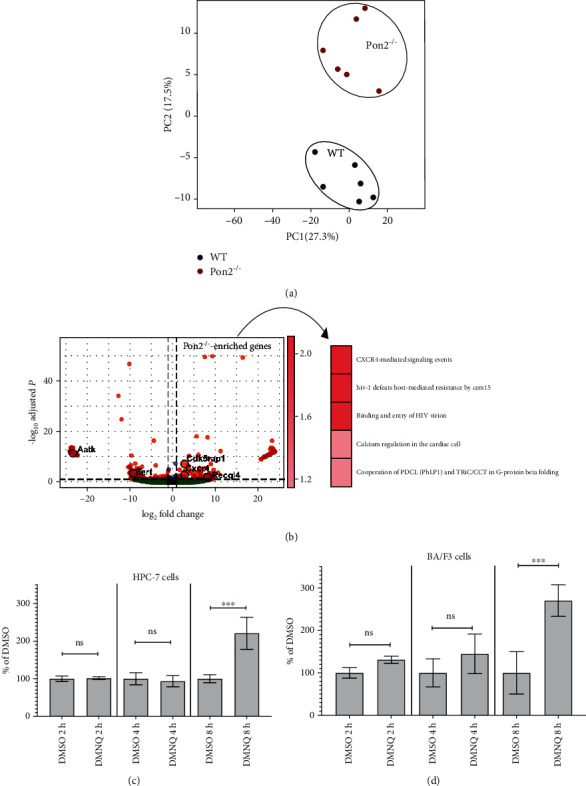
Cxcr4 and Cxcr4 pathway-related genes are upregulated in young Pon2^−/−^ HSCs and upon treatment with DMNQ in murine hematopoietic stem cell lines. (a) PCA plot displaying the variance of gene expression in 5 *Pon2*^−/−^ HSCs and 5 matched WT LT-HSCs. (b) Left panel: volcano plot of gene expression differences between *Pon2*^−/−^ and matched WT HSCs. Genes whose expression is significantly upregulated in *Pon2*^−/−^ LT-HSCs are marked in red, while genes whose expression is significantly downregulated in *Pon2*^−/−^ HSCs are marked in blue. Right panel: heat map showing the top 5 overrepresented pathways in *Pon2*^−/−^ HSCs. The scale was calculated as -log_10_ FDRq. (c) HPC-7 or (d) BA/F3 cells were treated with *DMSO* (control) or 10 *μ*M *DMNQ* for 2 to 8 h. *CRCR4* and *Gapdh* mRNA expression was analyzed by qRT-PCR. *CXCR*4 mRNA expression was normalized to *Gapdh* mRNA expression. The relative *CXCR4* mRNA levels in DMSO-treated cells were set to 100%. Shown are the mean ± SEM of *n* = 3–6 experiments (^∗∗∗^*P* < 0.001, ns: not significant vs. DMSO-treated cells; two-sided *t*-test).

## Data Availability

Raw RNA-seq data are available via the gene expression omnibus (GEO) repository [74] by accession number GSE122553.

# Supplementary material for: Deficiency of Antioxidative Paraoxonase 2 (Pon2) Leads to Increased Number of Phenotypic LT-HSCs and Disturbed Erythropoiesis
**Source:** Oxid Med Cell Longev. 2021 Jun 25;2021:3917028. doi: 10.1155/2021/3917028
**Supplement:** Supplementary Materials — Figure S1: Pon2 mRNA expression in different bone marrow cells of WT mice. Figure S2: in young Pon2−/− mice, reciprocal BM transplantation reveals cell intrinsic as well as extrinsic phenotypes. Figure S3: Pon2−/− BMCs show no enhanced amount of DNA double-stand breaks in LSK cells. Figure S4: bone marrow cells of young Pon2−/− and WT mice show no differences in cell cycle status, colony-forming ability, and homing. Figure S5: gating strategies. Figure S6: representative histograms showing the DCF-DA data of LT- and ST-HSC as well as MPP isolated from young WT and Pon2−/− mice. Table S1: sequences of primers and probes used for qRT-PCR-based quantification of Pon2 mRNA expression. Table S2: differentially expressed genes identified using DESeq2 and whole genome RNA-seq data from HSCs isolated from WT and Pon2−/− animals. Table S3: pathways enriched in HSCs isolated from Pon2−/− animals. Table S4: pathways decreased in HSCs isolated from Pon2−/− animals.

# SUPPLEMENTAL INFORMATIONS

## Supplemental Figures with legends

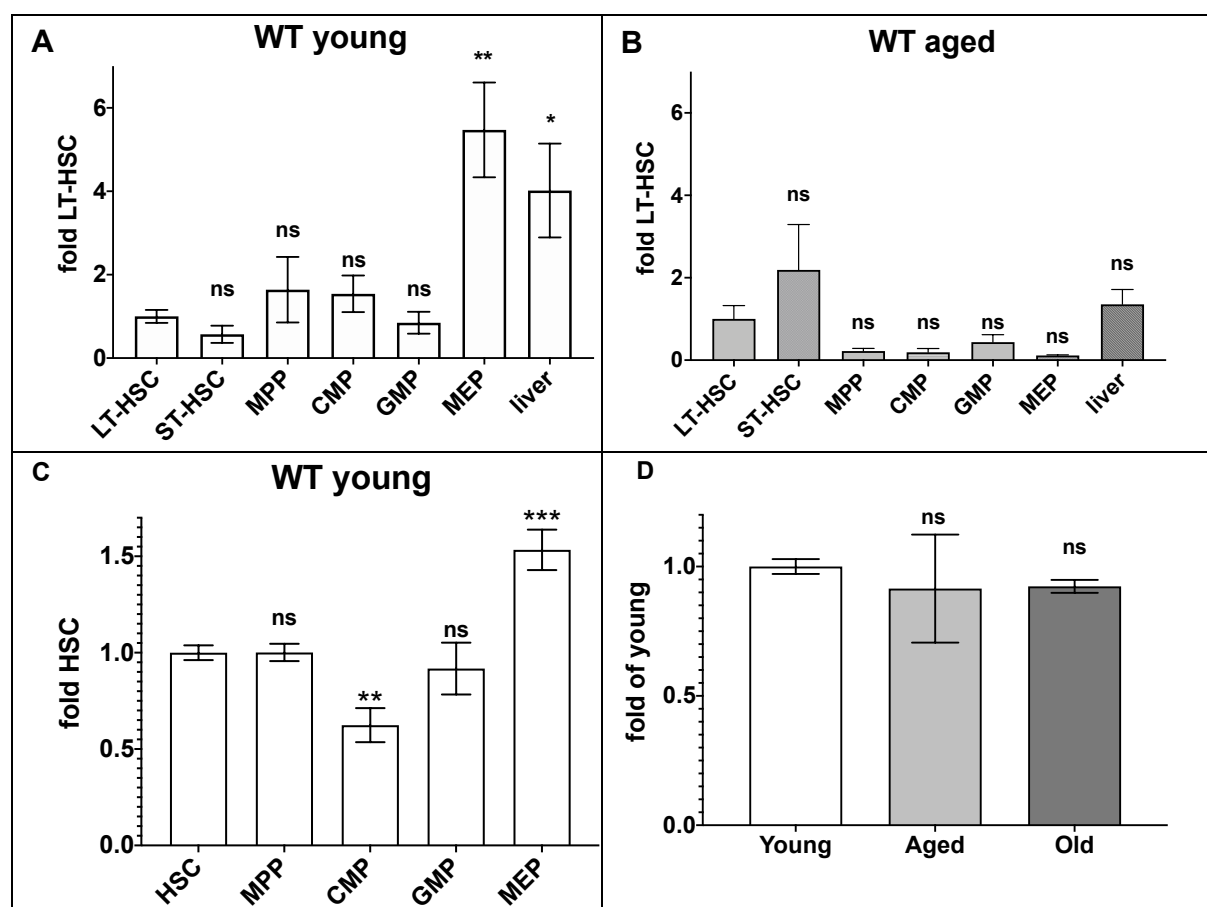

**Figure S1. *Pon2* mRNA expression in different bone marrow cells of WT mice**

**A and B:** LT-, ST-HSCs, MPPs, CMPs, GMPs, MEPs and liver cells were obtained from young (2-3 months) and aged (>9 months) WT mice. *Pon2*-, *Gapdh*- and *Actb* mRNA expression was analyzed by qRT-PCR. *Pon2* mRNA expression was normalized to *Gapdh* and *Actb*-mRNA expression. The relative *Pon2* mRNA expression in LT-HSCs from young or aged WT mice was set to 1. Shown are the mean  $\pm$  SEM of n=3-6 experiments using 2-6 mice per group (\*\*p < 0.01, \*p < 0.05, ns not significant vs. LS-HSC cells; 1-way Anova with Dunnett's multiple comparisons test).

**C:** RNA-Seq reads from bioproject PRJNA631793 and PRJNA665066 were analyzed for *Pon2* gene expression. The values (rpkm) of the HSC of young mice were set as 1fold. Shown are the mean  $\pm$  SEM (\*\*\* p < 0.001 \*\* p < 0.01, ns not significant vs HSC; 1-way Anova with Dunnett's multiple comparisons test).

**D:** RNA-Seq reads from bioproject PRJNA524895, PRJNA528500 and PRJNA635499 and Microarray-Data from GSE76276; were analyzed for *Pon2* gene expression. The values (rpkm or normalized intensities) of the young mice were set as 100 %. Shown are the

mean  $\pm$  SEM (ns not significant vs. LT-HSC cells from young mice; 1-way Anova with Dunnett's multiple comparisons test).

4

5

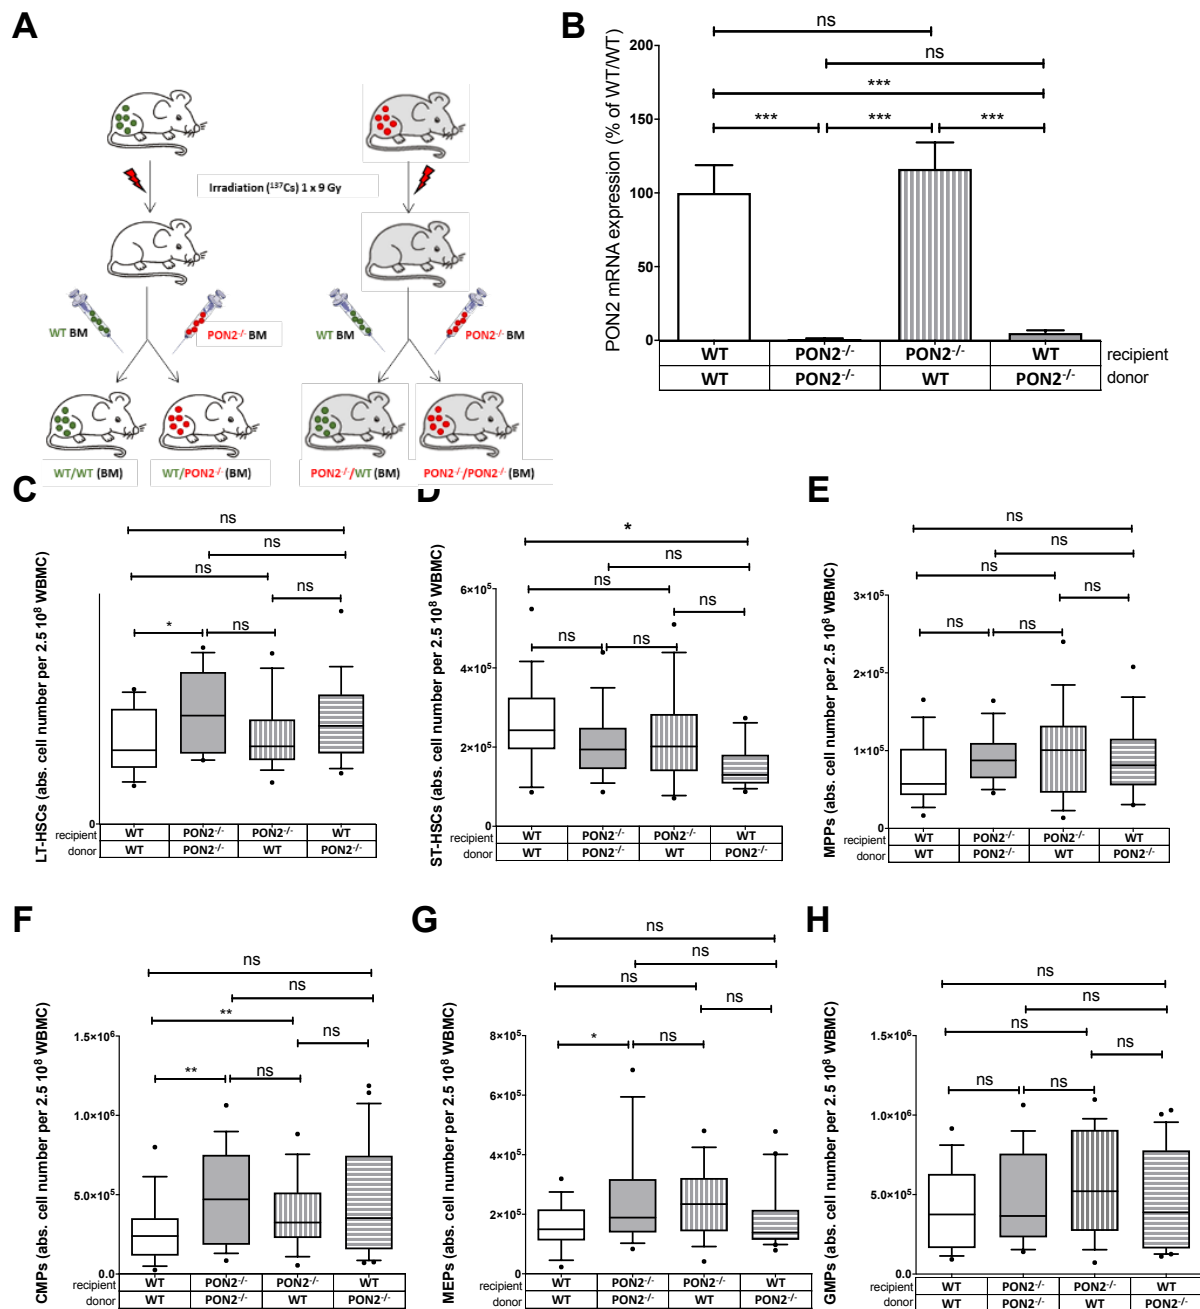

**Figure S2. In young *Pon2*<sup>-/-</sup> mice, reciprocal BM transplantation reveals cell intrinsic as well as extrinsic phenotypes.** (A) Experimental scheme for reciprocal transplantation. (B) Verification of engraftment of hematopoietic stem cells and reconstitution of hematopoiesis by donor stem cells in recipient mice using qRT-PCR based analysis of *Pon2* mRNA expression in isolated blood cells of transplanted animals (n=8-10). Results are presented as percentage of WT/WT and normalized to *Gapd*- and *Actb*-mRNA expression. (C) Percentage of LT-, (D) ST-HSCs, (E) MPPs, (F) CMPs, (G) MEPs and (H) GMPs in WBMCs of BM-chimeras and transplantation controls (n=10-13). Box and whiskers; Whiskers: 10-90 percentile. \* p<0.05, \*\* p<0.01, ns not significant; One-way Anova with Tukey's multiple comparisons test.

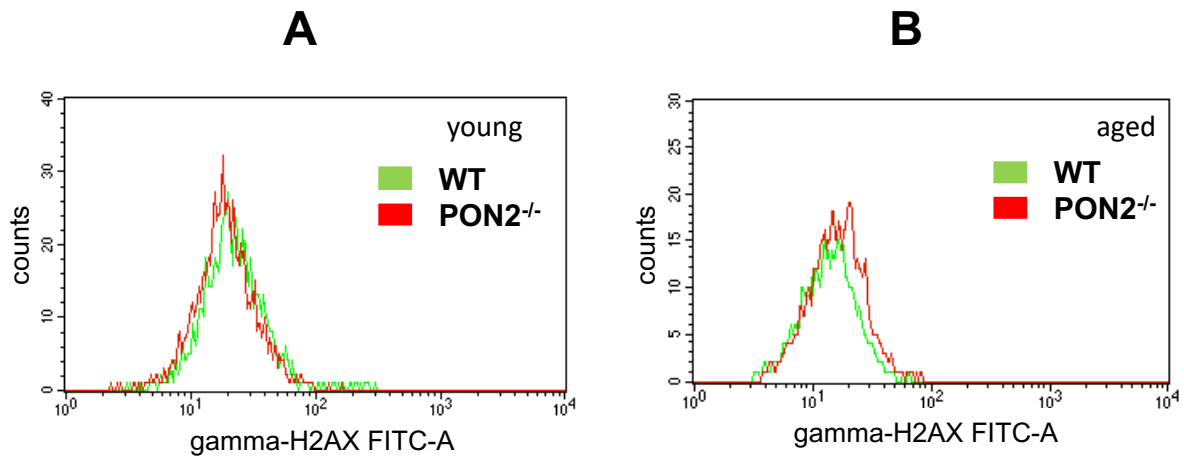

**Figure S3. *Pon2*<sup>-/-</sup> BMCs show no enhanced amount of DNA double-strand breaks in LSK cells.** Overlay of histograms showing the amount of DNA double-strand breaks in WT (green) and *Pon2*<sup>-/-</sup> (red) LSK cells, determined by anti-gamma-H2AX staining using BMCs from (A) young or (B) aged animals. One representative of 4 experiments is shown.

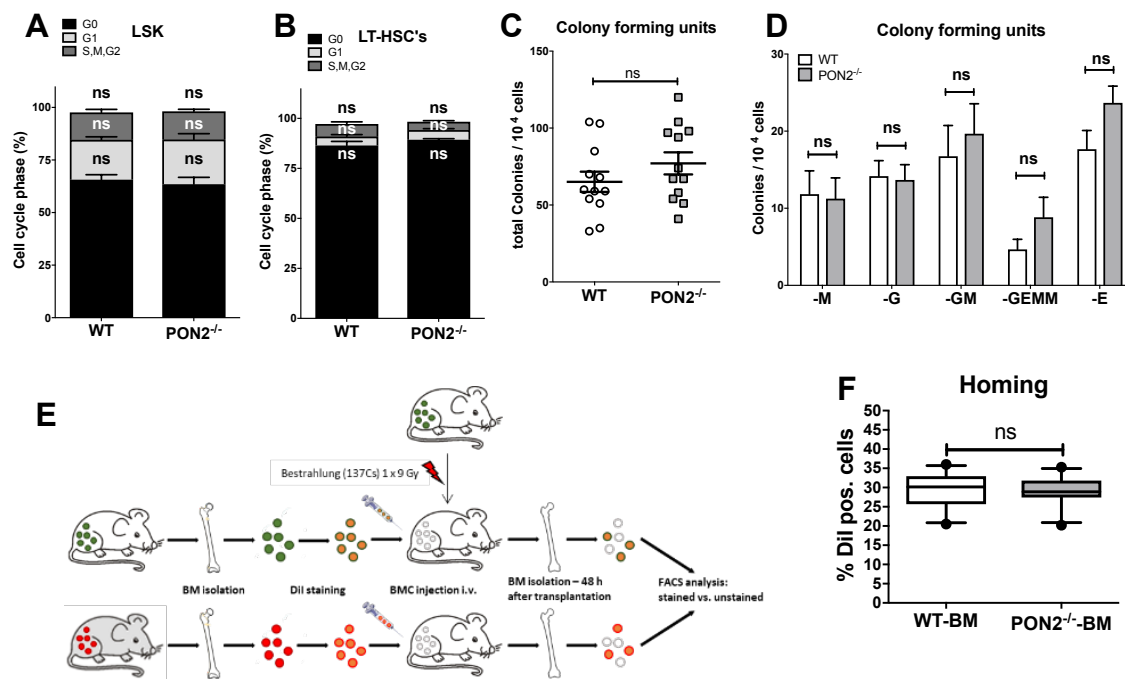

**Figure S4. Bone marrow cells of young *Pon2*<sup>-/-</sup> and WT mice show no differences in cell cycle status, colony forming ability and homing.** (A/B) Cell-cycle analysis of LSK (A) and LT-HSCs (B) of young WT and *Pon2*<sup>-/-</sup> mice as percentage within each cell-cycle phase (n=6). (C) Colony-forming unit assay (CFU): Total numbers of counted colonies and (D) observed CFU-M (colony-forming unit macrophage), CFU-G (colony-forming unit granulocyte), CFU-GM (colony-forming unit granulocyte/macrophage), CFU-GEMM (colony-forming unit granulocyte/erythroid/macrophage/megakaryocyte) and CFU-E (colony-forming unit erythroid) colonies from 3x10<sup>4</sup> WT and *Pon2*<sup>-/-</sup> BMC's, 10-12 days after plating (n=12). (E) Experimental scheme of homing experiment. (F) Percentage of Dil positive WT and *Pon2*<sup>-/-</sup> BMCs isolated by flushing tibial and femoral bones of lethally irradiated WT recipient mice 48 hours after transplantation (n=10); ns not significant vs. WT, two tailed unpaired t-test.

43

**A**

### LSK-fraction:

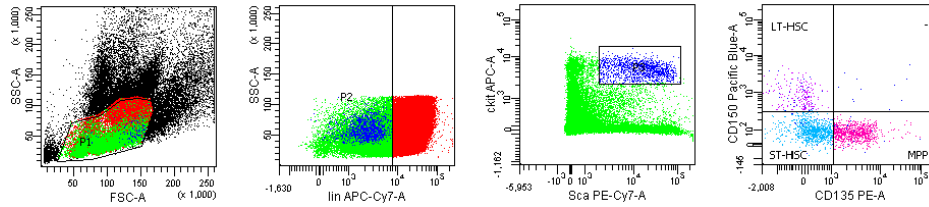

**LT-HSCs:** lin<sup>-</sup>, Sca1<sup>+</sup>, ckit<sup>+</sup>, CD150<sup>+</sup>, CD135<sup>-</sup>

**ST-HSCs:** lin<sup>-</sup>, Sca1<sup>+</sup>, ckit<sup>+</sup>, CD150<sup>-</sup>, CD135<sup>-</sup>

**MPPs:** lin<sup>-</sup>, Sca1<sup>+</sup>, ckit<sup>+</sup>, CD150<sup>-</sup>, CD135<sup>+</sup>

**B**

### Oligopotent progenitors – myeloid lineage

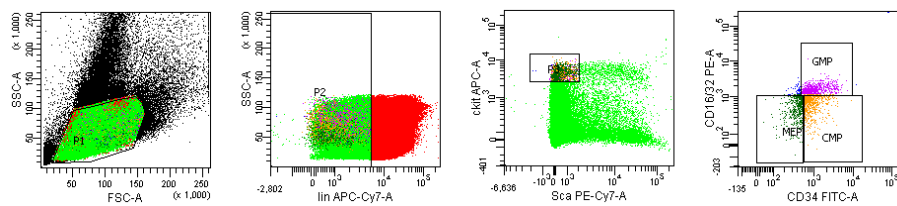

**CMPs:** lin<sup>-</sup>, Sca1<sup>-</sup>, ckit<sup>+</sup>, CD16/32<sup>-</sup>, CD34<sup>+</sup>

**GMPs:** lin<sup>-</sup>, Sca1<sup>-</sup>, ckit<sup>+</sup>, CD16/32<sup>+</sup>, CD34<sup>+</sup>

**MEPs:** lin<sup>-</sup>, Sca1<sup>-</sup>, ckit<sup>+</sup>, CD16/32<sup>-</sup>, CD34<sup>-</sup>

**C**

### Apoptosis

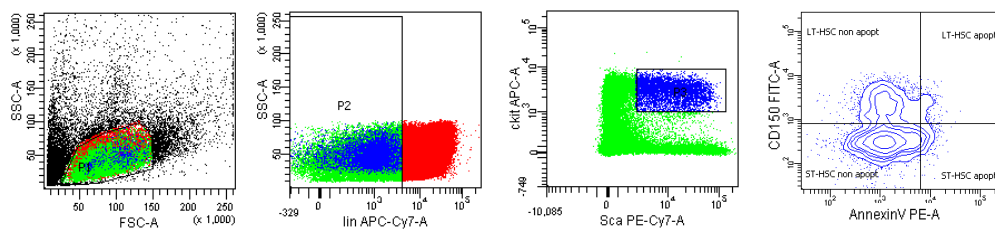

**D**

## Competitive transplantation

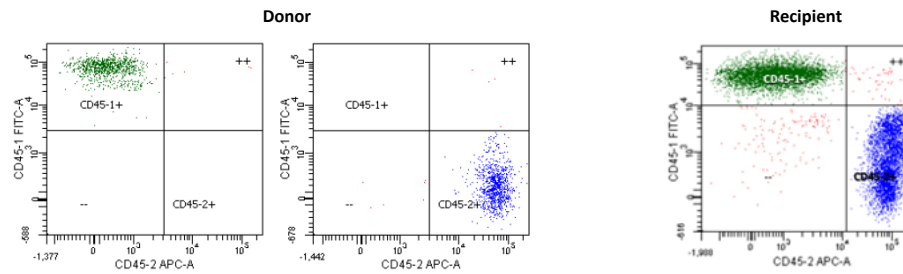

**E**

## Cell cycle

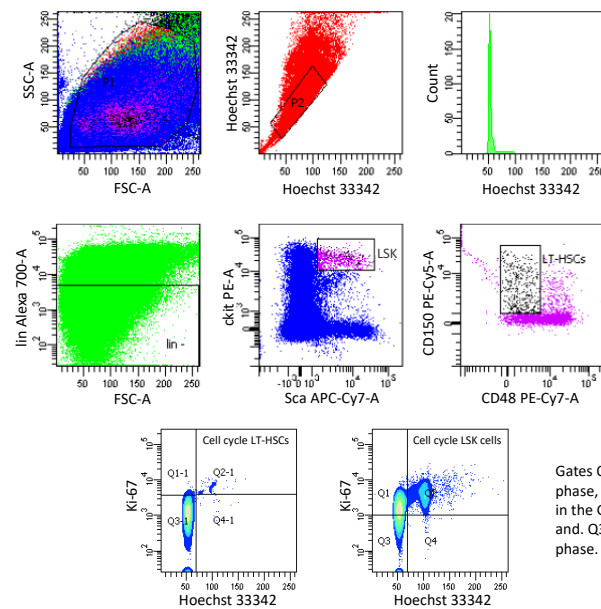

Gates Q1 and Q1-1 represent cells in G1-phase, Gates Q2 and Q2-1 represent cells in the G2-, S- & M-phases and Gates Q3 and Q3-1 represent cells in the G0-phase.

**F**

## Homing

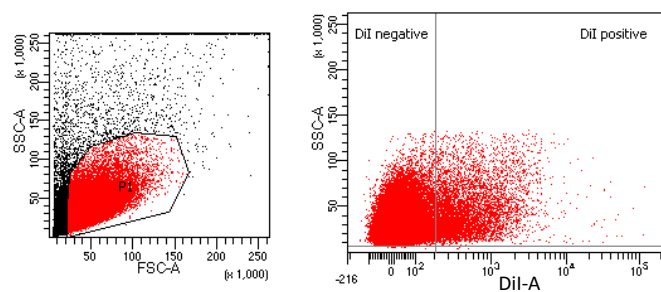

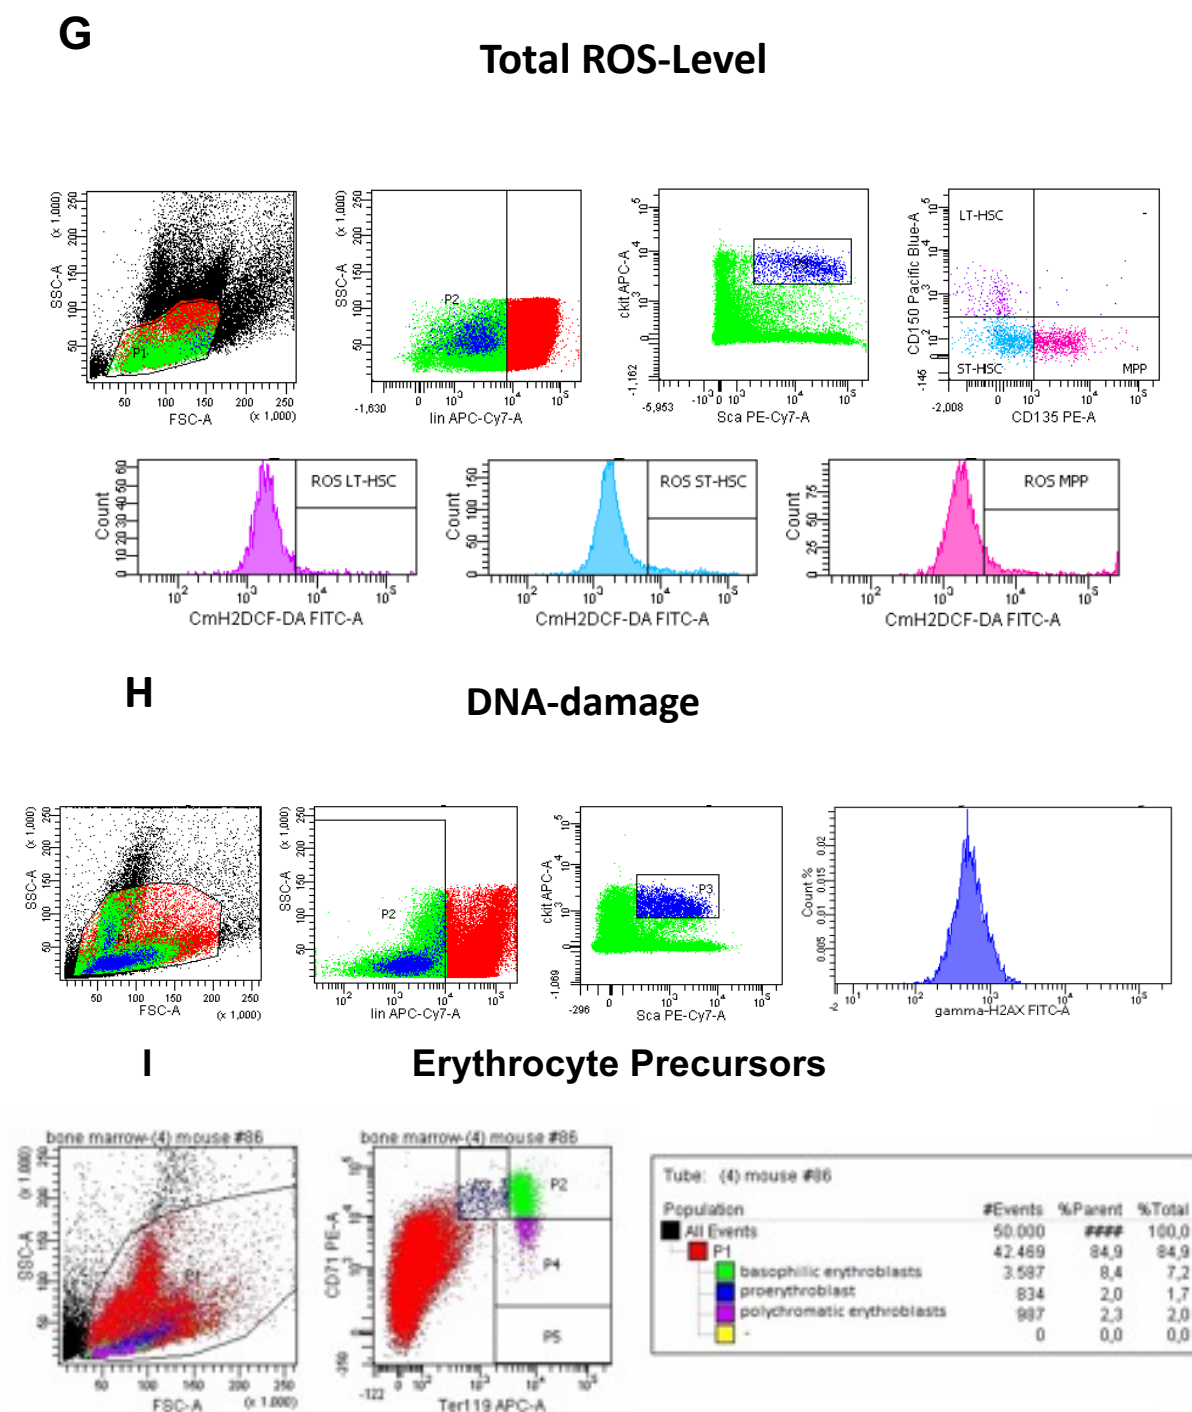

**Figure S5. Gating strategies.** Gating strategy for the measurement of (A) HSPC subpopulations within the LSK fraction of BM, (B) Oligopotent progenitors in the BM (C) apoptotic rate of LT- and ST-HSCs, (D) CD45.1 or CD45.2 cells in competitive transplantation experiments, (E) LSK cells and LT-HSCs in different stages of the cell cycle, (F) Dil-positive cells in homing experiments, (G) total ROS-Level of LT-, ST-HSCs and MPP, (H) DNA-damage experiments (I) Erythrocyte Precursor cells.

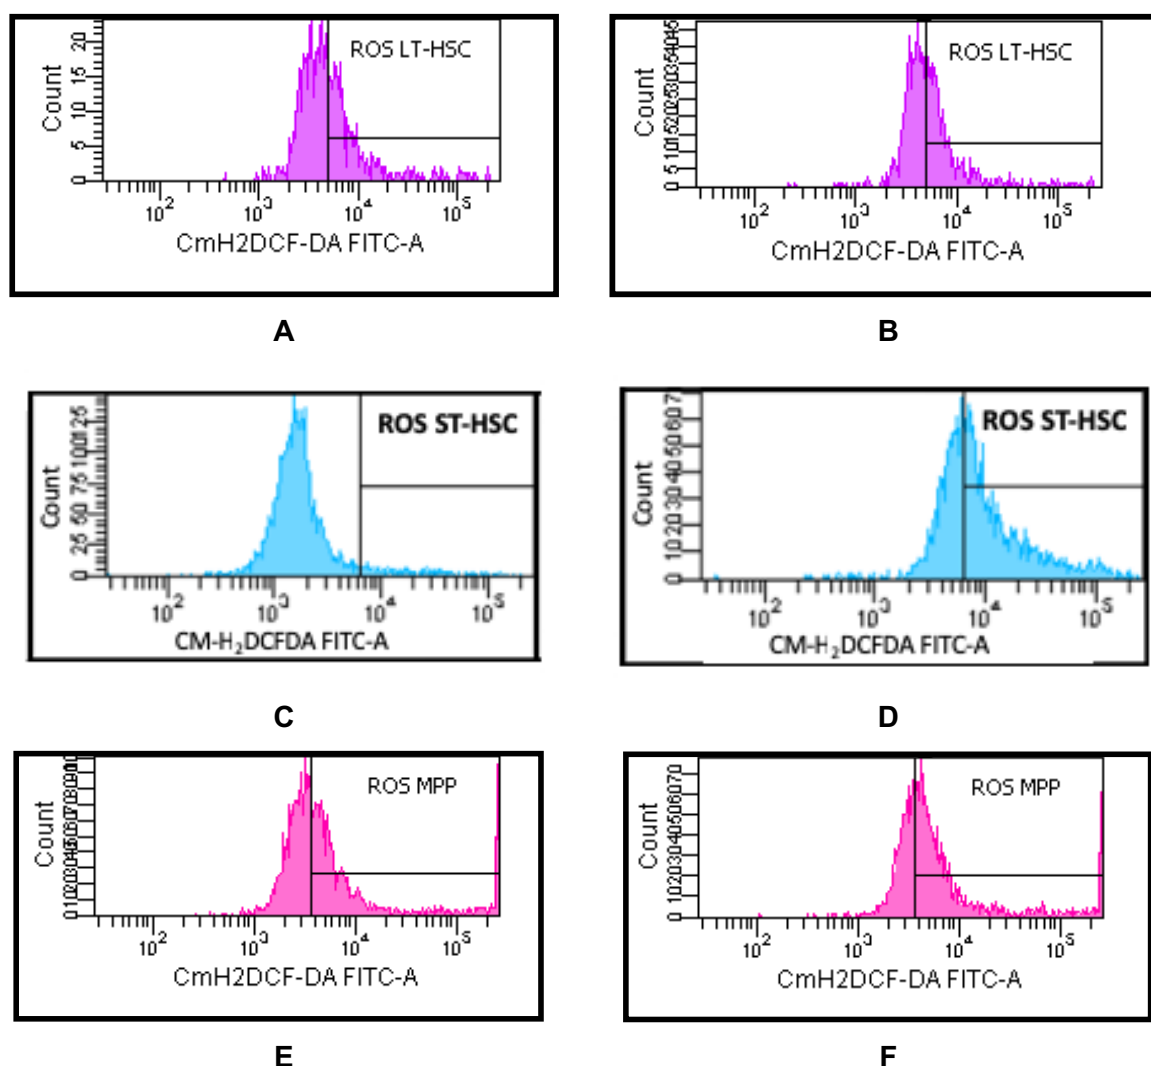

**Figure S6. Representative histograms showing the DCF-DA data of LT- and ST-HSC as well as MPP isolated from young WT and Pon2<sup>-/-</sup> mice.**

Total ROS-level in LT- (A/B), ST-HSCs (C/D) and MPPs (E/F) of young (2-3 months) WT (A/C/E) and *Pon2*<sup>-/-</sup> (B/D/E) mice stained with cell specific markers (LT-HSCs: Lin<sup>-</sup>, Sca1<sup>+</sup>, ckit<sup>+</sup>, CD135<sup>-</sup>, CD150<sup>+</sup>; ST-HSCs: Lin<sup>-</sup>, Sca1<sup>+</sup>, ckit<sup>+</sup>, CD135<sup>-</sup>, CD150<sup>-</sup>; MPPs: Lin<sup>-</sup>, Sca1<sup>+</sup>, ckit<sup>+</sup>, CD135<sup>+</sup>, CD150<sup>-</sup>) and H<sub>2</sub>DCF-DA, analyzed by FACS (n=12-13).

## Supplemental tables

**Table S1. Sequences of primers and probes used for qRT-PCR-based quantification of *Pon2* mRNA expression.**

**Table S2. Differential expressed genes identified using DESeq2 and whole genome RNAseq data from HSCs isolated from WT and *Pon2*<sup>-/-</sup> animals.**

Shown are the gene names. gene descriptions. the Log2-fold change in gene expression and the adjusted p-value. 

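All 341 genes that the paper lists in Table S2 were found in the counts. With DESeq2 and its default settings, 321 of them had a log2 fold change within 0.1 of the listed one, and 276 passed both thresholds. With edgeR, 67 passed the filter on low counts, all with the listed direction, and 22 passed both thresholds. In 220 of the listed genes, one genotype had no count in any sample. The higher genotype had counts in all 6 samples for 84 genes and in at most 3 samples for 170 genes. An absolute log2 fold change above 20 is listed for 133 genes. Of these, 132 had counts in at most 3 samples, with a median of 2 samples, and 0 passed the filter on low counts. The exact permutation test of log2 CPM gave p below 0.05 for 117 listed genes, and for 0 of the genes listed above 20. The latter could not pass, because each had no count in one genotype and counts in at most 4 samples of the other. In that case the test gives no p below 0.0606, so that no conclusion is drawn from the 0.

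**Figure D3:**
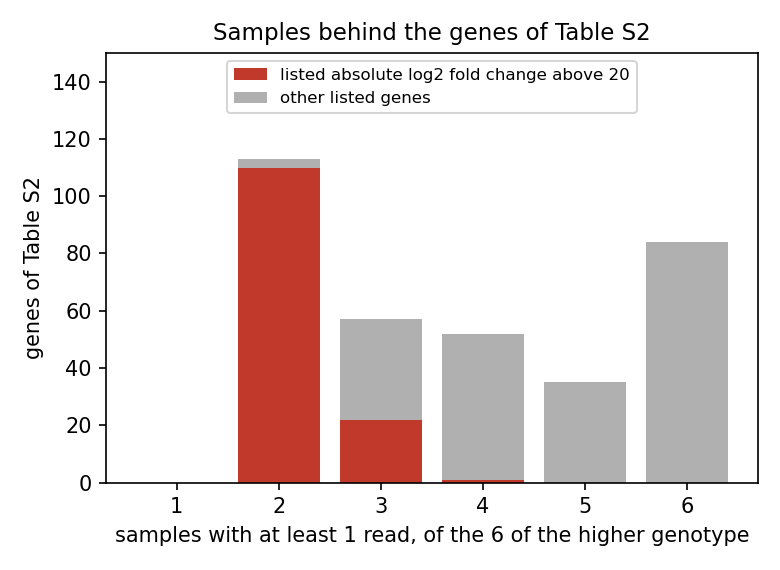
Number of genes of Table S2 by the number of samples with at least 1 read, among the 6 samples of the genotype with the higher expression. Genes with a listed absolute log2 fold change above 20 are set apart, and most of them have reads in 2 samples.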

Genes discussed in the text are marked in red.

65

**Table S3. Pathways enriched in HSCs isolated from *Pon2*<sup>-/-</sup> animals.**

Shown are the pathway names, the source, the external ID, the gene names, the p-value and the q-value.

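Each pathway of this table comes with the genes assigned to it, and the same gene can stand under several pathways. *Cd4* and *Cxcr4*, for instance, are named together under several pathways of receptor and virus biology. *Gnaz*, *Rgs1*, *Camk2b* and *Nfe2l2* are named in this table and are not listed in Table S2. With edgeR, the unadjusted p was 0.0176 for *Gnaz*, 0.0122 for *Rgs1* and 0.00465 for *Nfe2l2*, and *Camk2b* did not pass the filter on low counts.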

**Table S4. Pathways decreased in HSCs isolated from *Pon2*<sup>-/-</sup> animals.**

Shown are the pathway names, the source, the external ID, the gene names, the p-value and the q-value.

How the deposited data were processed for this re-analysis (not part of the article)

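RNA-seq was analysed for HSCs (Lin-, Sca1+, ckit+, CD135- and CD150+ cells, which the paper describes as a mixture of LT-HSCs and MPP2 cells) of 6 WT and 6 *Pon2*-/- mice. The other experiments of the paper, among them flow cytometry, transplantation, qRT-PCR and the treatment of cell lines with DMNQ, have no data among those analysed here. The authors prepared Smart-seq2 libraries, trimmed adapters with Trimmomatic, mapped reads to GRCm38.p5 with STAR and counted reads per gene of GENCODE release M12. The values are counts on genes, without normalization and without a filter on low counts. All samples hold the same genes, of which 49326 have a name in GENCODE release M21, the source of gene names, positions and types. The column was taken as the unstranded count of STAR, as Smart-seq2 libraries carry no strand information. Sums of the 2 strand-specific columns were not used here.
Conditions and replicates were taken from the sample labels. Replicate numbers were not treated as pairs, since the paper calls the WT samples matched in the legend of Figure 8 and does not state how, nor that mice of the same number share a litter or a day. The lists of results, tests and alternatives were set before the data were examined. The genes named in the text followed a rule set at the same time. It took *Pon2*, each gene that the paper's text names from the RNA-seq, the genes of the first 5 pathways of Table S3, the 5 genes of Table S2 with the smallest adjusted p, and the 10 genes with the largest absolute log2 fold change among those that passed both thresholds without overlap of the genotypes. It also took *Pon1*, *Pon3* and *Pdk4* as neighbours of *Pon2*, the sex-linked genes *Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, and *Gapdh* and *Actb*. The values of the paper's tables had been seen when this rule was written. Other genes in the closing section were chosen after their values were seen.
Differential expression was computed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, estimateDisp, glmQLFit and glmQLFTest, genotype as the only term), with linear algebra on 1 thread. Genes were called at a Benjamini-Hochberg FDR below 0.05 and an absolute log2 fold change above 1. CPM are counts per 1000000 counts of the TMM-scaled library. Log2 CPM used a prior count of 2. A gene without counts in one genotype was given a limit of 3 counts over that group for folds, and a gene with 1 to 3 counts a 95% counting interval. Both cover counting error only. PCA used the 500 most variable genes, centred and not scaled. Sample distances were Euclidean. Single genes, PCA scores and totals were compared with exact permutation tests over all relabellings, and distances over 462 distinct splits. Positions of called genes were compared within and beyond 10 Mb of *Pon2* with Fisher's exact test, and the largest number in 5 Mb with 10000 random draws of tested genes.
Alternatives for the fit were DESeq2's size factors, no filter beyond 1 read, at least 10 reads in every sample of a genotype, DESeq2 1.42.0 with default settings and without Cook's cutoff, voom with sample quality weights in limma 3.58.1, robust estimation, a replicate block, a covariate from Y-linked genes, and leaving out each sample in turn. For the count of genes, the FDR threshold alone and glmTreat were also used. For the PCA and the distances, alternatives were all tested genes or the 500 most variable ones, the variance stabilizing transformation, rlog and a prior count of 0.5. The gene counts were repeated in 100 of the 462 distinct splits of the samples with edgeR and in 21 with DESeq2. Transcript sequences were compared with minimap2 2.31-r1302, and a gene was given a copy when another gene was at least 90% identical over at least 50% of its length. Lists of 10 genes of the B lineage and 10 genes of the T lineage were written before their values were summarised.
The procedure was also tested on simulated data, drawn from edgeR's fit to the genes that passed filterByExpr. In these data, limma voom called 80 genes, all of them among the 200 changed genes. Among the genes changed 4-fold, edgeR recovered 33.3% and DESeq2 54.5%, so that a gene that was not called is not shown to be unchanged.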

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

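The tests of depth, of chance over the groups of samples and of mixed sexes in this part were chosen only after the results were seen. The test of shared sequence was set before.
For each genotype, total counts, genes detected, the shares of the 10 most counted and of mitochondrial genes, the scores on PC1 and PC2, and each named gene with counts in all 6 samples of the genotype were searched for 1 sample far from the other 5. Named genes without counts in a sample, *Tert* among them, were left out for that genotype. This was found in 5 of 47 groups, while 2.35 are expected by chance, since about 1 in 20 groups has such a sample (exact binomial test, one-sided, p = 0.0845). Chance therefore stays open for the number of such groups. This test does not weigh how far a single sample lies from the others, and no biological explanation was tested.
The first is *Pon2* in *Pon2*-/- replicate 5, with a log2 CPM of 0.34 or 25 counts, compared with 28.4 to 33.1 CPM in the other *Pon2*-/- samples. The gap to the nearest sample is 0.953 of the whole range. How often chance gives a gap of this size over the groups searched was not tested. Low depth cannot account for it, since this sample has a total of 21418796 counts and 4 *Pon2*-/- samples have less. The paper reports that the gene trap leaves some *Pon2* protein. Whether the counts in the other samples come from exons before the insertion was not tested, as reads were not used here.
PC2 in *Pon2*-/- replicate 3 was the second, with a score of 50.3 compared with at most 23.4 in the other *Pon2*-/- samples. Its total of 18503109 counts exceeds that of 3 other *Pon2*-/- samples. This sample also had 181116 counts of *Ighm*, the largest count of the B lineage list in any sample, and whether both belong together was not tested.
The other three are genes that passed both thresholds. *Htatip2* in WT replicate 2 had a log2 CPM of 6.52, compared with 24.3 to 31.4 CPM in the other WT samples against 91.8 CPM in this one. *Rps13-ps1* in *Pon2*-/- replicate 2 had a log2 CPM of 6.67, and *BC018473* in *Pon2*-/- replicate 6 a log2 CPM of 8.63. The totals of these samples were 19149531, 23122382 and 16828000 counts, and in each case at least 1 sample of the genotype had less. In none of these cases does the sample reach the other genotype.
More reads of Y-linked genes than of *Xist* were found in 7 samples, 3 WT and 4 *Pon2*-/-, a signal outside what the paper discusses. The other 5 samples had *Xist* reads and no Y-linked read, apart from 1 in WT replicate 3. The highest *Xist* expression in the 7 samples was 1.17 CPM, compared with at least 461 CPM in the other 5, which speaks against samples mixed from both sexes. The genotypes thus hold mice of both sexes in unequal numbers. With a covariate from Y-linked genes, 23 of the 24 called genes were still called. Within the 7 samples, the log2 CPM of *Pon2* was lower by a difference of -2.69 and that of *Cxcr4* higher by 1.81 (exact permutation tests, p = 0.0857 each, smallest possible 0.0286). Within the other 5 samples the differences were -2.02 and 2.79, where the smallest possible p is 0.1.
*BC018473* had 864 CPM in *Pon2*-/- HSCs and no count in any WT sample. The paper lists the gene in Table S2 and does not discuss it. No copy of at least 90% identity was found for it, so that shared reads as tested here do not account for it. A sequence difference near this gene between the mice stays open and was not tested for this gene, as was a biological effect of *Pon2* loss.
Pseudogenes made up 13 of the 24 called genes, which the paper does not discuss. Of all called genes, 62.5% had a near-identical copy, compared with 6.88% of the other tested genes (Fisher's exact test, p = 2.95e-12). Within pseudogenes the share with a copy did not differ, with 92.3% and 86.3% (Fisher's exact test, p = 1.0). Among genes other than pseudogenes, 3 of 11 called genes had a copy, compared with 4.08% of the others (Fisher's exact test, p = 0.00882). Reads shared with a copy are therefore a candidate explanation for these calls.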

How the results depend on the processing

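All alternatives in this part were set before the data were examined, except that without *Gm1966*, which was chosen after seeing the data, and the sum of the strand-specific columns was not run, because only 1 column was at hand. For the results described as changed below, the cause was not tested, apart from what is stated.
The 24 genes called with edgeR were 24 with DESeq2's size factors, 32 with at least 10 reads in every sample of a genotype, 23 with limma voom, 22 with robust estimation, 23 with the Y-linked covariate, 25 with the FDR threshold alone and 23 with glmTreat. Of the 24 genes, 24, 23, 20, 22, 23, 24 and 23 were shared. With no filter beyond 1 read, 8 genes were called among 25444 tested, all of them shared. DESeq2 called 305 genes and DESeq2 without Cook's cutoff 950, both with all 24. A replicate block left 5 genes, all shared. Samples of the same number had weak correlations across genes, of 0.000932 to 0.043 and none above 0.1. Their median was 0.0200, compared with -0.00258 for samples of different numbers. For numbers 1 and 2, both samples had more *Xist* than Y-linked reads, and for numbers 4, 5 and 6 both had more Y-linked reads. The samples of number 3 differed in this. A shared signal is thus not excluded, and why the block leaves fewer genes was not tested. Leaving out 1 sample gave 20 to 28 genes, of which 19 to 23 were shared.
The log2 fold change of *Pon2* was negative under all alternatives, from -2.93 (limma voom) to -2.06, and without 1 sample from -2.27 to -1.88. It passed the FDR threshold with DESeq2 (-2.13, adjusted p = 0.0103), with DESeq2 without Cook's cutoff (-2.13, adjusted p = 0.0042) and without *Pon2*-/- replicate 5 (-1.88, adjusted p = 0.0295). Its adjusted p ranged from 0.0042 to 1.0. *Cxcr4* was higher under all alternatives, with a log2 fold change of 2.09 to 2.30, and of 1.92 to 2.50 without 1 sample. It passed the threshold only with DESeq2 (2.10, adjusted p = 4.59e-04) and with DESeq2 without Cook's cutoff (2.10, adjusted p = 1.61e-04), in a range up to 1.0. Of the 5 CXCR4 pathway genes, DESeq2 called 3 and DESeq2 without Cook's cutoff 4. The other alternatives called 0.
The difference on PC2 was 47.9 with all genes after filterByExpr, no longer past the threshold (exact permutation test, p = 0.212), and reversed to -0.43 with the variance stabilizing transformation (exact permutation test, p = 0.855). That on PC1 passed the threshold with these settings, with 78.0 (exact permutation test, p = 0.039) and 3.94 (exact permutation test, p = 0.00649). With rlog values and a prior count of 0.5, both components kept their side. Without 1 sample, the difference on PC2 was 18.0 to 51.1. It lost the threshold without WT replicate 2 (35.0), *Pon2*-/- replicate 1 (21.7) or *Pon2*-/- replicate 3 (18.0). That on PC1 was -47.8 to 42.5. It reversed without WT replicate 1 (-4.59), WT replicate 6 (-32.5) or *Pon2*-/- replicate 1 (-47.8), the last with an exact permutation p of 0.00649, and passed the threshold without WT replicate 2 (42.5). The sign of a component is arbitrary, so that a reversal is a change of direction only relative to the other samples. Where PC2 lost the threshold, the difference on PC1 passed it, except without *Pon2*-/- replicate 3 (exact permutation test, p = 0.571). The separation on PC2 thus depends on the transformation and on single samples, and mostly moved to PC1 where it was lost.
The distance between minus within genotypes was 0.34 with the variance stabilizing transformation (exact permutation test, p = 0.0779) and 2.68 with the 500 most variable genes (exact permutation test, p = 0.013). Without 1 sample it was 2.09 to 6.42, and it lost the threshold without WT replicate 1 (2.80), 2 (2.66), 4 (2.09), 5 (2.24) or 6 (2.80).
Of the 341 genes of Table S2, all 341 were tested with the listed direction when no filter beyond 1 read was used, and 8 were called. DESeq2 also gave all 341 a value with the listed direction, and called 276. The number of called genes within 20 Mb of *Pon2* was 0 of 44 tested, and with DESeq2 2 of 46 within 10 Mb (Fisher's exact test, p = 0.198). The largest number of DESeq2 calls in 5 Mb was 9 (p = 0.028 in a permutation test with random draws of tested genes). For edgeR, the largest number fell from 4 to 3 and lost the threshold when *Gm1966* was not counted beside its copy *Gvin1* (permutation test, p = 0.059).
For 35 single genes, 675 values were computed under the alternatives. In 620 of these, direction and side of the threshold were kept, 15 lost the threshold, 27 passed it and 13 reversed. The reversals concern sex-linked genes and *Gapdh*, none of which passed the threshold. *Eif2s3y* was -0.23 and *Uty* -0.32 with the Y-linked covariate, which removes the sex of the mice by construction. Without 1 sample, *Eif2s3y* was -0.24 to 0.65, *Kdm5d* -0.0369 to 1.25, *Uty* -0.21 to 1.16 and *Gapdh* -0.0275 to 0.12. *Eif2s3y* reversed without WT replicate 1 (-0.22), 2 (-0.22) or 3 (-0.22) and without *Pon2*-/- replicate 4 (-0.16), 5 (-0.22) or 6 (-0.24). *Kdm5d* reversed without *Pon2*-/- replicate 4 (-0.0369), *Uty* without *Pon2*-/- replicate 4 (-0.21) or 6 (-0.0395), and *Gapdh* without WT replicate 2 (-0.0275) or *Pon2*-/- replicate 1 (-0.0175). Of single genes not called with edgeR, *Cdk5rap1* passed the threshold without WT replicate 2 (2.94) or 6 (3.73), *Gnb4* without WT replicate 1 (1.98), *Abcc2* in the exact permutation test without *Pon2*-/- replicate 2 (4.85) or 3 (4.89), and *Camk2b* without *Pon2*-/- replicate 1 (2.13).
Depth was not varied, so that its part in the results for genes with few counts is not known. Samples had counts for at most 15656 genes.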

Differences from the paper's values

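No test in this part was chosen after the results were seen, and all alternatives were set before the data were examined. The paper gives 341 differentially expressed genes, and edgeR called 24. The paper gives 157 upregulated genes, and edgeR called 15. The paper gives 168 downregulated genes in its text and lists 184 in Table S2, and edgeR called 9. DESeq2 with default settings, which the paper's methods name, gave 305 genes, 137 higher and 168 lower, and is the only alternative within a factor of 1.5 of the paper's numbers, also of the 184 listed. The others gave 5 to 32 genes, apart from DESeq2 without Cook's cutoff with 950. Of the 341 genes listed in Table S2, DESeq2 called 276.
The paper's lowest number of reads per sample is 21.1, in units of 1000000 reads, and the lowest total count here was 13.0 in the same units. The paper counts high-quality reads before alignment, and the totals here count reads on genes. No alternative changes this total.
In Figure 8(a), read by eye, PC1 holds about 27% and PC2 about 18% of the variance, compared with 14.1% and 11.9% here. The legend of the figure names 5 samples per genotype and the values here use 6, so that the sets differ, and no PCA with 5 samples per genotype was run. For PC1, the variance stabilizing transformation (22.4%) and rlog (19.5%) come within a factor of 1.5 of the figure and the other alternatives do not. For PC2, the variance stabilizing transformation (21.6%), rlog (17.0%) and leaving out any 1 of the samples (12.4% to 13.4%) do so, and all genes after filterByExpr (10.8%) and a prior count of 0.5 (11.9%) do not.
The adjusted p of *Pon2* in Table S2 of the paper is 3.03E-03, compared with 0.586 here. DESeq2 without Cook's cutoff gave 0.0042, the only alternative within a factor of 1.5. The adjusted p of *Cxcr4* is 3.17E-03 in the paper and 0.747 here, that of *Mkrn2* 4.32E-02 in the paper and 1.0 here, that of *Cdk5rap1* 6.62E-07 in the paper and 0.085 here, and that of *Gnb4* 9.25E-06 in the paper and 0.0747 here. For these 4 genes no alternative came within a factor of 1.5. DESeq2 with and without Cook's cutoff called *Pon2* and these 4 genes, as the paper does. *Pon2* also passed without *Pon2*-/- replicate 5, *Cdk5rap1* and *Gnb4* with at least 10 reads in every sample of a genotype, *Cdk5rap1* without WT replicate 2 or 6, and *Gnb4* without WT replicate 1. The genes *Tert*, *Abcc2*, *Recql4*, *Aatk*, *Cd4*, *Blk* and *Rgs9*, which the paper lists, did not pass the filter on low counts, and DESeq2 called them with and without Cook's cutoff.
For the genes called both in the paper and here, the paper's adjusted p were far smaller than those of edgeR. They are 2.87E-168 in the paper and 1.79e-08 here for *Rps13-ps1*, 1.39E-81 and 1.40e-06 for *Gm8420*, 4.59E-76 and 1.40e-06 for *BC018473*, and 1.68E-47 and 2.35e-06 for *Trim12a*. They are 6.55E-35 in the paper and 5.12e-04 here for *Gnpda2*, 1.04E-25 and 0.00337 for *Htatip2*, 2.02E-11 and 0.00454 for *mt-Nd3*, and 2.91E-08 and 0.00253 for *Gm26896*. They are 2.19E-06 in the paper and 0.00527 here for *Gvin1*, and 2.23E-06 and 0.0034 for *Gm26862*. No alternative came within a factor of 1.5 for these genes. DESeq2 with default settings gave smaller adjusted p than the paper for each of them except *BC018473* (1.24e-73), such as 5.72e-256 for *Rps13-ps1*, 1.24e-113 for *Gm8420* and 8.47e-21 for *mt-Nd3*. The log2 fold changes of the genes listed in Table S2 that are named in the text did not differ from the paper's by more than the error, or were limits that the paper's values exceed.
The paper's conclusion names *Aatk* among genes with increased expression. Here it had 309 counts in WT HSCs and none in *Pon2*-/- HSCs, the direction that the paper's discussion and Table S2 give. The paper describes *Nfe2l2* as differentially expressed. It is not listed in Table S2, had a log2 fold change of 0.75 and an adjusted p of 0.834, and passed an FDR of 0.05, but not the fold change threshold, with DESeq2 without Cook's cutoff (adjusted p = 0.0243, in a range of 0.0243 to 1.0 over the alternatives). The paper's Table S3 counts *Gnaz*, *Rgs1* and *Camk2b* among the upregulated genes of enriched pathways. None of them is in Table S2, and with edgeR none was called. *Gnaz* (adjusted p = 0.0337) and *Camk2b* (adjusted p = 0.0411) passed with DESeq2 without Cook's cutoff, and *Rgs1* with no alternative. The paper's sample distance analysis found no distinct clustering of the genotypes. Here the distance between genotypes exceeded that within genotypes by 1.41% (exact permutation test, p = 0.00649), and did not pass the threshold with the variance stabilizing transformation (exact permutation test, p = 0.0779). The directions of the other genes named in the text were those of the paper.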

Other observations

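In this part, the tests of depth, of the most counted genes, of a wrong label, of the DESeq2 splits, of *Wdfy1*, of the T lineage list without *Lck*, of *mt-Nd3* and of the positions of parent genes were chosen only after the results were seen, as was the comparison with parents of other pseudogenes. The tests of positions of called genes were planned, but their reading was fixed after the positions were seen, and the one without *Gm1966* was added after the data were examined.
The neighbours of *Pon2* on chromosome 6 were not called. *Pon3* had 46.4 ± 23.2 CPM in WT and 99.0 ± 37.2 CPM in *Pon2*-/- HSCs (SD, n = 6 each), a log2 fold change of 1.09 with an adjusted p of 1.0 (exact permutation test, p = 0.0152). *Pon1* had 1 count in all samples together, and *Pdk4* had 6. *Gapdh* had a log2 fold change of 0.04 (adjusted p = 1.0), with a sign that changes when WT replicate 2 (-0.0275) or *Pon2*-/- replicate 1 (-0.0175) is left out. *Actb* had -0.15 (adjusted p = 1.0).
The genes called with edgeR were weighed against technical explanations. In 100 splits of the samples, only 1, the real one, gave as many calls, and the other splits gave 0 to 2, which excludes chance as the source of the number. Mean totals differed by 342550 counts and the WT totals span the *Pon2*-/- totals. The share of the 10 most counted genes differed by 1.25 percentage points, with overlapping ranges. Median log2 fold changes ranged over 0.0382 across deciles of GC content and over 0.0769 across deciles of gene length, while the smallest absolute log2 fold change of a called gene was 3.86. With the Y-linked covariate, 23 genes stayed called. *Pon2* speaks against a wrong label, since the lowest WT sample lies 23.4 CPM above the highest *Pon2*-/- sample. Within 10 Mb of *Pon2*, 0 of 30 tested genes were called with edgeR, and 2 of 46 with DESeq2. At an unadjusted p below 0.05, 371 genes were found in all. No called gene lies on chromosome 6, which argues against sequence carried along with the targeted allele.
The number of DESeq2 calls was also compared with other splits. Of 21 splits, the smallest number that allows a share below 0.05, only 1, the real one, gave as many as 305 calls, and the others gave 185 to 246. The 145 calls with an absolute log2 fold change above 20 were reached in 10 of 21 splits, so that chance is not excluded for their number. For the 160 calls up to 20, only 1 of 21 splits gave as many, and the others gave 46 to 102.
A hypothesis was formed from the positions of the called genes, that WT and *Pon2*-/- mice differ in chromosome segments other than that around *Pon2*. It was found and tested on the same data. *Trim12a*, *9130208D14Rik*, *Gvin1* and *Gm1966* lie within 5 Mb on chromosome 7, and 4 genes in such a window are more than random draws of tested genes give (permutation test, p = 0.0033, median 2). *Gm1966* is 92.9% identical to its neighbour *Gvin1* over 7299 bases, so that both can share reads, and with *Gm1966* not counted the largest number was 3 (permutation test, p = 0.059). The few called genes thus do not decide whether such a segment exists. In the same region, *Trim5* was lower (log2 fold change -3.87, adjusted p = 0.0813) and *Trim34b* higher (8.38, adjusted p = 0.0528), which were chosen after their values were seen. Such a segment may hold sequence variants or other gene copies. Read sequences were not used here, so that variants could not be examined. Of 2 genes looked at as marks of C57BL/6 substrains, *Nnt* gave no separation (exact permutation test, p = 0.0866), and *Wdfy1* did, with 24.4 ± 17.2 CPM in WT and 100.5 ± 14.3 CPM in *Pon2*-/- HSCs (SD, n = 6 each; exact permutation test, p = 0.00216). The *Nnt* values overlap, with 7.30 to 65.4 CPM in WT and 33.4 to 80.0 CPM in *Pon2*-/- HSCs. *Nnt* does not decide, since a count over a whole gene does not show whether a part of it is missing. *Wdfy1* differs, and a difference in a single gene can have other causes. The 2 genes together therefore do not decide between substrains. The paper's text names WT and C57BL/6J mice and does not give a backcross.
A second hypothesis concerns the pseudogenes, that variants of a parent gene in *Pon2*-/- mice move its reads to a near-identical pseudogene of the reference. Of the 13 called pseudogenes, 12 were higher in *Pon2*-/- HSCs, 11 of these with a protein-coding copy, and these go back to 9 parent genes. The test set first asked whether most parents were lower, and it did not decide, with 6 of 9 lower (exact binomial test, p = 0.508). A comparison with parents of other tested pseudogenes was chosen after that result. Lower with an exact permutation p below 0.05 were 6 of 9 parents of called pseudogenes and 5 of 238 others (Fisher's exact test, p = 1.24e-07), which is consistent with the hypothesis, and needs other data because of the way it was chosen. For *Rps13*, 410.7 CPM in WT and 307.3 CPM in *Pon2*-/- HSCs, the loss of 103 CPM was close to the gain of 129.1 CPM of *Rps13-ps1*, and the sum of both genes did not differ (exact permutation test, p = 0.333). The losses of *Hmgb1* (-245 CPM) and *Pdhb* (-54.2 CPM) were far larger than the gains of their called pseudogenes (2.36 and 1.83 CPM). Reads counted on these pseudogenes therefore do not account for all of the change of these parents. Reads moved elsewhere, or left uncounted because they match both genes, were not examined. Of the 9 parents, *Rpl15*, *Ube2e1* and *Rtraf* lie within 5 Mb on chromosome 14, more than random draws of parents give (permutation test, p = 0.0052, median 1), which is in line with a segment that differs between the mice. *Ube2e1* itself was not lower, with 41.7 CPM in WT and 43.2 CPM in *Pon2*-/- HSCs (exact permutation test, p = 0.613), and neither were *Cnot8* and *Fgfr1op2*. For the 6 parents that were lower, an effect of *Pon2* loss stays open as well.
*mt-Nd3* and its nuclear copy *Gm28438*, identical over 342 bases, went in opposite directions. *mt-Nd3* had 7.57 ± 2.10 CPM in WT HSCs (SD, n = 6) and none in *Pon2*-/- HSCs, and *Gm28438* was higher in *Pon2*-/- HSCs by 5.18 on the log2 scale. The other 7 mitochondrial protein genes that passed the filter on low counts changed by -0.04 to 0.34, of which 1, *mt-Cytb*, had an exact permutation p below 0.05 (p = 0.0108). A mitochondrial variant that moves reads between the copies is a candidate explanation. The sum of both genes was higher in *Pon2*-/- HSCs by 0.88 (exact permutation test, p = 0.00216), so that the counted reads do not balance. In WT HSCs, *mt-Nd3* was far below the 7 others, of which *mt-Nd6* was lowest with 345 CPM. Whether reads that match both *mt-Nd3* and *Gm28438* were left out of the counts was not examined.
*Blk* and *Cd4* had reads in 2 *Pon2*-/- samples each, which raises the question of other cells in the sort. The mean log2 CPM of the B lineage list was 0.56 in WT and 1.37 in *Pon2*-/- HSCs (exact permutation test, p = 0.535), which leaves cells of the B lineage open, since single samples differ widely. Its most abundant gene, *Ighm*, had up to 10299 CPM, in *Pon2*-/- replicate 3, and none of its genes is in Table S2. In *Pon2*-/- replicate 3, *Blk* had no reads. The mean of the B lineage list was highest in *Pon2*-/- replicates 5 (5.07) and 4 (3.14), the 2 samples with *Cd4* reads, and *Pon2*-/- replicate 4 also held 767 of the *Blk* counts. Against this, *Pon2*-/- replicate 5 had no *Blk* counts, and the other 332 were in *Pon2*-/- replicate 1, with a mean of 1.12. WT replicates 2 (2.79) and 5 (2.56) had neither *Blk* nor *Cd4* reads. The T lineage list did not differ, with -2.32 and -2.37 (exact permutation test, p = 0.838). Without *Lck*, its genes together reached at most 0.0601 CPM in a *Pon2*-/- sample, and *Cd3e*, *Cd8a*, *Cd8b1*, *Trbc1*, *Trbc2* and *Cd28* had no read in any sample, which speaks against T cells as the source of the *Cd4* reads. Of the B lineage list, 1 gene had reads in all 12 samples, and of the T lineage list 0.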
